# Immune Memory After Respiratory Infection With *Streptococcus pneumoniae* Is Revealed by *in vitro* Stimulation of Murine Splenocytes With Inactivated Pneumococcal Whole Cells: Evidence of Early Recall Responses by Transcriptomic Analysis

**DOI:** 10.3389/fcimb.2022.869763

**Published:** 2022-06-20

**Authors:** Isabelle Franco Moscardini, Francesco Santoro, Monica Carraro, Alice Gerlini, Fabio Fiorino, Chiara Germoni, Samaneh Gholami, Elena Pettini, Donata Medaglini, Francesco Iannelli, Gianni Pozzi

**Keywords:** *Streptococcus pneumoniae*, *in vitro* stimulation, Transcriptomic Analysis, Recall immune responses, lung infection, cytokines/chemokines

## Abstract

The *in vitro* stimulation of immune system cells with live or killed bacteria is essential for understanding the host response to pathogens. In the present study, we propose a model combining transcriptomic and cytokine assays on murine splenocytes to describe the immune recall in the days following pneumococcal lung infection. Mice were sacrificed at days 1, 2, 4, and 7 after *Streptococcus pneumoniae* (TIGR4 serotype 4) intranasal infection and splenocytes were cultured in the presence or absence of the same inactivated bacterial strain to access the transcriptomic and cytokine profiles. The stimulation of splenocytes from infected mice led to a higher number of differentially expressed genes than the infection or stimulation alone, resulting in the enrichment of 40 unique blood transcription modules, including many pathways related to adaptive immunity and cytokines. Together with transcriptomic data, cytokines levels suggested the presence of a recall immune response promoting both innate and adaptive immunity, stronger from the fourth day after infection. Dimensionality reduction and feature selection identified key variables of this recall response and the genes associated with the increase in cytokine concentrations. This model could study the immune responses involved in pneumococcal infection and possibly monitor vaccine immune response and experimental therapies efficacy in future studies.

## 1 Introduction

*Streptococcus pneumoniae* is a major human pathogen responsible for various diseases, including life-threatening conditions such as pneumonia, sepsis, and meningitis (Weiser et al., 2018). Current vaccines have been very efficient in reducing the death toll caused by this pathogen. However, strains not covered by the available vaccines represent a growing concern, demanding new serotype-independent strategies (Kaplan et al., 2013; Pichichero, 2017; Briles et al., 2019). Models to assess the response to new vaccine candidates would be of great use.

*In vitro* stimulation with live or killed bacteria has been used for decades for understanding the host’s response to different pathogens, including *S. pneumoniae* (Zhan and Cheers, 1995; Schultz et al., 1998; Wu et al., 2011; de Stoppelaar et al., 2016). This technique has also been applied in vaccine studies, characterizing the immune response after a second stimulus (Paranavitana et al., 2010; Moffitt et al., 2011; Shao et al., 2015). Changes in gene expression and in cytokine concentration were metrics assessed by some of these works to study the immune profile of pneumococcal infection. In the present work, we propose the combination of transcriptomic and cytokine assays from murine splenocytes to assess the immune memory built in the days following pneumococcal infection.

The spleen plays a vital role in host defenses against encapsulated blood-borne pathogens due to its elevated perfusion and efficient immune surveillance of the circulatory system (Cerutti et al., 2013). In a pneumococcal bacteremia model, bacteria present a tropism to the spleen, and macrophages present in the splenic Red Pulp (RP) are responsible for an initial binding and subsequent clearance of *S. pneumoniae* mediated by mature neutrophils present on the RP (Deniset et al., 2017; Ercoli et al., 2018). Moreover, the splenic Marginal Zone (MZ) is a crucial area of antigen presentation to MZ B cells that are capable of rapidly differentiating into plasmablasts, secreting low-affinity IgM and IgG (Cerutti et al., 2013).

RNA sequencing technologies permit us to gain insights into the host’s response due to the possibility of analyzing the changes in gene expression in different conditions. The transcriptomic information can be integrated with other biological layers or clinical data, permitting a more comprehensive understanding of biological processes in response to perturbations such as infection and vaccination.

In the current work, we propose the study of the host systemic responses to a pneumococcal lung infection by assessing gene expression and cytokine profiles of splenocytes, identifying biological pathways and the key features involved in this process.

## 2 Methods

### 2.1 Animals and Animal Infection

Seven-week female C57BL/6 mice (Charles River Italia, Italy) were treated according to national guidelines (Decreto Legislativo 26/2014) utilizing the three R’s principles. Animals were maintained under specific pathogen-free conditions in the animal facility of the Laboratory of Molecular Microbiology and Biotechnology (LA.M.M.B.), Department of Medical Biotechnologies at University of Siena, at 20-24°C, with 55 ± 10% of humidity, with food and water *ad libitum*. The study was approved by the Italian Ministry of Health with authorization n° 304/2018-PR. As previously described (Kadioglu et al., 2011) male and female mice respond differently to pneumococcal infection and, therefore the use of only female mice can be considered a limitation of this study.

Mouse-passaged TIGR4 strain of *S. pneumoniae* (Gerlini et al., 2014) was inoculated 1:50 in TSB (Tryptic-Soy Broth, Becton Dickinson, USA) supplemented with 0.1% of glucose (PanReac, Applichem, Italy), 1% of yeast extract (Oxoid, UK) and 0.016 M K_2_HPO_4_ (Sigma-Aldrich, USA) (TSB-GYP). The bacterial culture in mid-exponential phase (≈OD_590 =_ 0.6), was centrifuged at 2,000 x *g* for 10 minutes and resuspended in an appropriate volume of saline. Before the centrifugation, the culture was Gram-stained and bacterial vital counts were performed using the multilayer plating method (Iannelli et al., 2021). Each mouse was anesthetized by intraperitoneal administration of 15 mg/kg tiletamine hydrochloride/zolazepam and 4 mg/kg xylazine and intranasally infected by instillation of 10^7 CFU of TIGR4, prepared as described above, in the volume of 25 μl/nostril in TSB. Mice were euthanized at different time points with overdose of anesthesia and cervical dislocation, as shown in **Figure 1**. Non-infected mice composed the baseline group. Each group included 6 animals.

**Figure 1:**
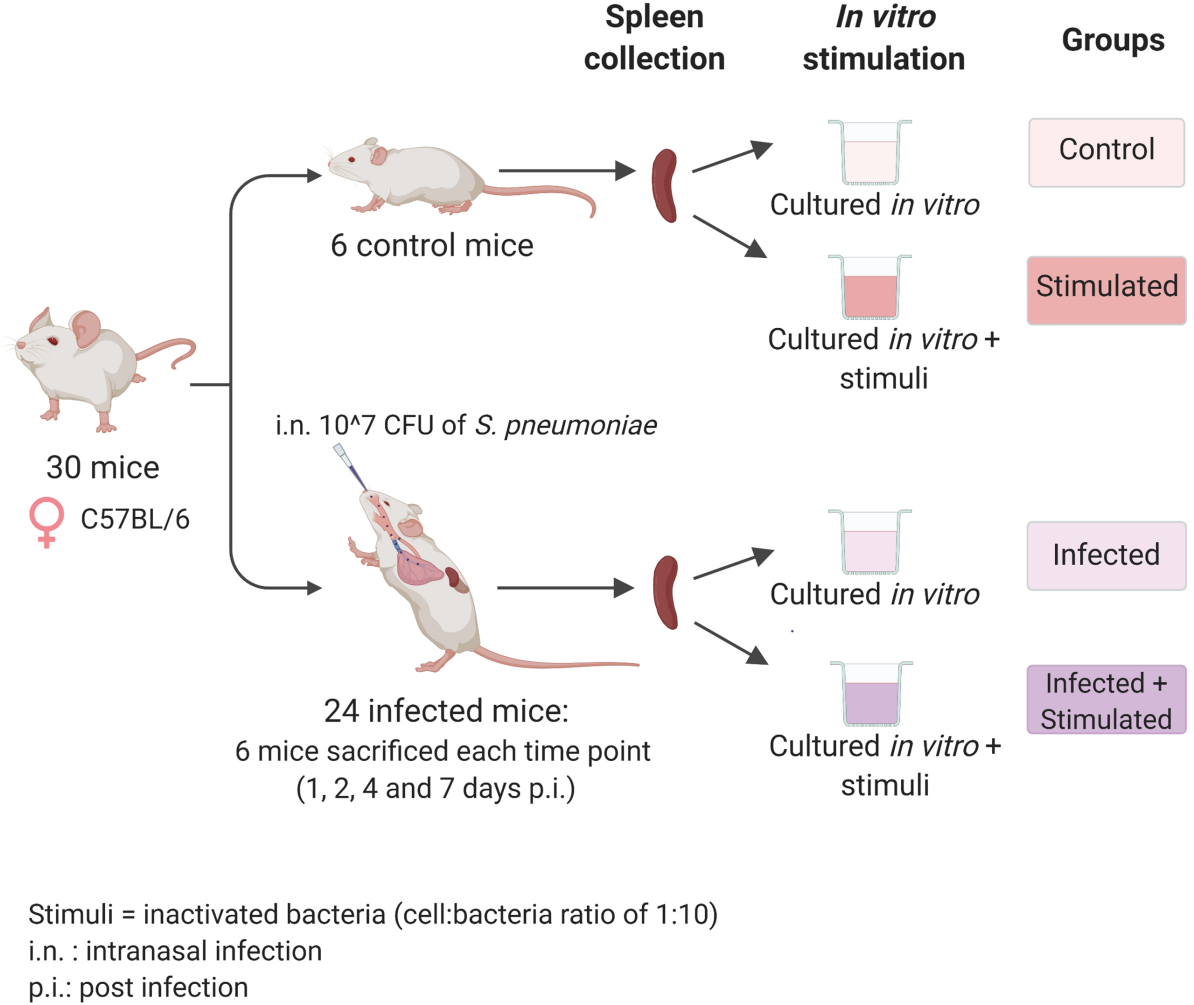
Experimental design. Seven-weeks old C57BL/6 female mice were infected intranasally with a dose of 10^7 CFU/mouse of pneumococcal serotype 4, TIGR4 strain. After 1, 2, 4, and 7 days post-infection each group of mice (n=6) was euthanized and their spleens were collected for the isolation of splenocytes. Splenocytes from each single mouse were stimulated with formalin-inactivated TIGR4 (cell:bacteria 1:10), or maintained in cRPMI medium alone. The incubation was performed at 37°C in 5% CO_2_ in a period of 6 hours for samples used in the RNA-sequencing experiment or 72 hours for samples used in the Bio-Plex Multiplex immunoassay. Non-infected mice were euthanized at day 0, splenocytes were collected and maintained in the same *in vitro* conditions of the unstimulated group and used as controls. Created with biorender.com.

### 2.2 Sample Collection

After aseptic removal at different time points (days 0, 1, 2, 4, and 7 after infection), spleens were meshed onto 70 µm nylon screens (Sefar Italia, Italy) using a scalpel and scraper. Cells were washed two times in RPMI (Sigma-Aldrich) supplemented with 10% of fetal bovine serum (FBS, Gibco, USA) and 1% of penicillin-streptomycin (Sigma-Aldrich)(cRPMI), treated with red blood cells lysis buffer according to manufacturer instruction (eBioscience, USA), and resuspended in cRPMI for cell counting by an automatic cell counter (Bio-Rad, USA). Lungs were aseptically removed, meshed onto 40 µm nylon screens (Sefar Italia, Italy), suspended in 1 ml of TSB containing glycerol at a final concentration of 10% and frozen at -70°C.

### 2.3 Bacterial Cells Counts in Lungs

Bacterial colony forming units (CFUs) were determined by plating appropriate dilutions of frozen lungs using a multilayer plating procedure (Iannelli et al., 2021). The lower limit of detection was 10 CFU/ml. CFUs were counted at 1, 2, 4, and 7 days after intranasal infection and in the mock infected control group.

### 2.4 Preparation of Inactivated Whole Cells of *S. pneumoniae*

TIGR4 was inoculated 1:1000 (v:v) in 1 L of pre-heated (37°C) TSB-GYP in a GLS80 1 liter bottle (Duran, USA). Temperature was maintained constant at 37°C, the pH was continuously measured with a probe (InPro3030, Mettler Toledo) and kept at 6.9 by peristaltic pump controlled addition of 3M NaOH. Agitation was set at 100 rpm. Growth was monitored by aseptically drawing aliquots and measuring their OD_590_ in a Spectronic 200 spectrophotometer (ThermoFisher). At the peak OD_590_ (about 2.5, corresponding to 10^9 CFU/ml) bacteria were harvested by centrifugation, resuspended in PBS/10% glycerol and frozen at -70°C. TIGR4 bacteria were then thawed and inactivated by treatment with 1.5% formalin for 2 hours on a roller mixer at room temperature, then washed twice and resuspended in water.

### 2.5 Splenocyte Stimulation and Cytokine Secretion Assay

Splenocytes were cultured in a U-bottom 96-well plate in triplicate for 72 hours at 37°C with 5% CO_2_ in cRPMI.

Splenocyte cultures were incubated in the presence or not of inactivated TIGR4, at a cell:bacteria ratio of 1:10. Unstimulated control splenocytes were cultured in cRPMI alone, and positive control splenocytes were stimulated with 50 ng/ml of phorbol 12-myristate 13-acetate (PMA) and 1 µM of Ionomycin (both from Sigma-Aldrich). After stimulation, cells were harvested and centrifuged at 500 x *g* for 15 minutes at 4°C. The supernatant was recovered and frozen at -70°C for subsequent Luminex immunoassay.

A broad screening panel consisting of a biologically-relevant collection of adaptive immunity cytokines, pro-inflammatory cytokines, and anti-inflammatory cytokines was used. In particular, IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-9, IL-10, IL-12p40, IL-12p70, IL-13, IL-17, G-CSF, GM-CSF, IFNg, and TNF-α, and of the chemokines Eotaxin, KC, MCP-1 (MCAF), MIP-1α, MIP-1β, and RANTES production by *in vitro* stimulated splenocytes was assessed with the BioPlex pro mouse cytokine group 1 - panel 23-plex immunoassay (Bio-Rad, USA) according to manufacturer guidelines, and analyzed by Bio-Plex Magpix Multiplex reader (Bio-Rad). Cytokine and chemokine concentration was expressed as picograms per milliliter (pg/ml) and were calculated using Bio-Plex Manager 6.1.

### 2.6 Splenocyte Stimulation for RNA-Sequencing

In a U-bottom plate, 1 x 10^6 splenocytes/well were seeded in quintuplicate and cultured for 6 hours at 37°C with 5% CO_2_ in cRPMI in the presence of inactivated TIGR4 at a cell:bacteria ratio of 1:10. Unstimulated control splenocytes were cultured in cRPMI alone. Upon stimulation, cell replicates were centrifuged at 500 x *g* for 10 minutes at 4°C. The supernatant was discarded, the pellet resuspended in 50 µl of lysis buffer RA1 (Macherey-Nagel, Germany), flash-frozen in liquid nitrogen, and stored at -70°C for subsequent RNA extraction.

### 2.7 RNA Extraction, Library Preparation, and Sequencing

The RNA purification was performed with the NucleoSpin^®^ RNA kit (Macherey-Nagel) following manufacturer’s instructions, and, before DNAse treatment, the extracted RNA was quantified by the Qubit^®^ 2.0 Fluorometer (Invitrogen by Thermo Fisher Scientific, USA), using the Qubit RNA BR (Broad-Range) Assay Kit.

Contaminating DNA was removed from the extracted RNA by adding 10X TURBO DNase Buffer (TURBO DNase, Ambion by Thermo Fisher Scientific) and 1 µl of TURBO DNase (Ambion), and samples were incubated at 37°C for 30 minutes. After purification by the RNA Clean & Concentrator Kit (Zymo Research, USA), the obtained RNA was quantified using the Qubit^®^ RNA BR Assay Kit.

Library preparation was performed as described in a previous publication (Santoro et al., 2021), using the Ion AmpliSeq™ Transcriptome Mouse Gene Expression Kit from AmpliSeq (Thermo Fisher Scientific), allowing the amplification of 23,930 target genes. Libraries were diluted to 50 pM and pooled in equal volumes (7 μl), with eight individual samples per pool and loaded onto Ion PI™ Chip v3 using the Ion Chef™ Instrument. Sequencing was performed using Ion Proton™ Sequencer.

All described steps were performed according to the manufacturer’s instructions.

### 2.8 RNA-Sequencing Data Analysis

R software in version 3.6.3 was used for transcriptomic data analysis. The DESeq2 package (Love et al., 2014), performs differential expression analysis and multiple test correction, returning values of LogFC, and adjusted p values. Genes with an adjusted p-value smaller than 0.05 and an absolute value of log2 Fold Change greater than 0.5 were classified as differentially expressed and then used in the enrichment analysis performed by the hypergeometric test from the *tmod* package (Weiner 3rd and Domaszewska, 2016) using the Blood Transcription Modules (BTM) database (Li et al., 2014).

### 2.9 Cytokine Data Analysis

R software in version 3.6.3 and the software GraphPad Prism 8.0 were used to perform the statistical analysis. The cytokine concentrations between stimulated and unstimulated samples were compared using the Wilcoxon signed-rank test, a non-parametric test used to compare two related samples. Samples from different time points were analyzed using the Mann-Whitney test, a non-parametric test for non-matched samples. A p-value ≤0.05 was considered statistically significant.

### 2.10 Biomarker Analysis

The DaMiRseq (Chiesa et al., 2018) package was used to find possible biomarkers of the host response to the second stimulus, the inactivated bacteria. Stimulated samples were selected and divided into three groups: baseline, infected samples at days 1 and 2 (early time points), and infected samples at days 4 and 7 (late time points). Following a pipeline that permits normalization, data adjustment, and feature selection, the DaMiRseq package ranked the most important features to distinguish the three classes. The number of selected genes was chosen based on the importance established by the package; genes with a scaled importance score higher than 0.5 were chosen (**Supplementary Image 1**).

### 2.11 Data Integration

To integrate RNA-sequencing results and the Cytokines Bioplex, we selected the concurrent samples from both experiments, and we performed the sparse version of Partial Least Squares (sPLS), provided by the MixOmics package. The PLS is a multivariate method to integrate two high dimensional matrices, maximizing the covariance between components from two data sets, in our case, the transcriptomic and cytokines assay data. The sparse version, sPLS, applies LASSO penalization in each pair of loading vectors from PLS, performing feature selection and providing the correlation values between the main features in each data set (Lê Cao et al., 2008).

According to the Q^2^ criterion, two components would be sufficient to run the model (Q^2^ of 0.33931900 and 0.08639437). As suggested by the *tune*.*spls* function, the optimal variable number was chosen in each component resulting in 16 genes for component 1 and 25 from component 2.

## 3 Results

Groups of six C57BL/6 mice were intranasally inoculated with 10^7 CFUs of TIGR4 *S. pneumoniae* to generate lung infection. To study the systemic response induced at early time points afterinfection, we sacrificed animals after 1, 2, 4, and 7 days andisolated their splenocytes. We then stimulated splenocytesfrom each single mouse with formalin-inactivated whole pneumococcal cells and investigated the host responses by transcriptomic analysis and assessment of cytokine production (**Figure 1**).

### 3.1 Evidence of Pneumococcal Lung Infection in Mice

The weight loss of animals after infection is a critical clinical parameter of disease in the mouse model of infection, evaluated in different challenge murine models with different pathogens (Trammell and Toth, 2011; Pettini et al., 2015; Fiorino et al., 2021). Mouse body weight was measured every 24 hours for a period of seven days. Uninfected mice increased their body weight over time, which reflected their health status. Compared to naive mice, infected mice experienced a significant decrease in body weight soon after infection, and the average difference in the weight between the classes increased over time, being 1.07 grams at day 2 after infection and 1.52 grams at day 7 (**Figure 2A**).

**Figure 2:**
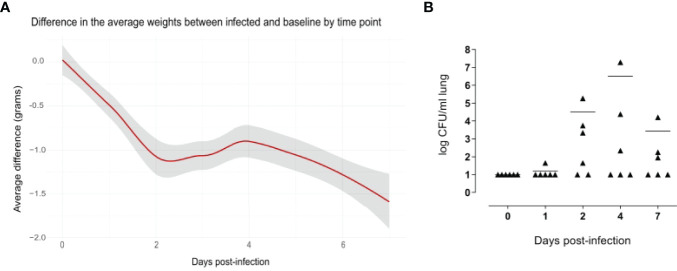
Evidence of pneumococcal lung infection. Comparison of body weight variation of infected versus baseline **(A)**. Infected (n=36) and uninfected (n=5) mice were weighed every 24 hours for a period of 7 days. Values were obtained subtracting the pre-inoculum body weight from the body weight at each time-point, and then subtracting the mean in the control group from mean of the infected group in each time point. The average differences are expressed in grams and the gray shade represents the 0.95 confidence interval. From days 2 to 7 there were significant differences between the infected and baseline groups (p < 0.05, calculated using Mann-Whitney test. Pneumococcal cell counts in the lungs **(B)**. The lungs of mice sacrificed at 1, 2, 4 and 7 days after infection (n=6 per group) were collected, homogenized in a final volume of 1 ml and plated using a multilayer plating procedure. Pneumococcal cells were counted after 24 hours and 48 hours of incubation. Lungs of uninfected mice (0 days post-infection) were plated as a negative control. Data are expressed as CFUs/ml lung. The lower limit of detection was 10 CFU/ml lung. Average cell counts had a peak at day 4. For each time point, there were at least 2 mice without detectable pneumococci.

The significance of these findings was assessed using the Mann-Whitney test, which showed significant differences in the weight from day 2 to day 7 after infection, indicating a long-lasting effect of the infection.

Pneumococcal cells were counted in the lungs of infected mice. Cell counts had a peak at day 4 after infection (**Figure 2B**). It is worth to note that, for each time point assayed, 2-5 mice had no detectable pneumococcal cells, suggesting that mice are able to spontaneously clear pneumococcal lung infection at an infectious dose of 1x10^7 CFUs of *S. pneumoniae* TIGR4. When setting up the mouse model, we also counted pneumococcal cells in the blood of six mice at 6 and 12 hours after intranasal infection, and in the blood of 12 mice at 24 and 96 hours after infection. Of those, only one animal had detectable pneumococcal cells in the blood (2.4x10^3 CFU/ml) at 24 hours after infection, suggesting that the infection is essentially limited to the mouse lungs without significant systemic spreading.

### 3.2 *In vitro* Splenocyte Stimulation With Pneumococcal Strain TIGR4 Activates Several Genes Related to Both Branches of the Immune System

Transcriptomic data from spleens of infected and uninfected mice with or without homologous *in vitro* stimulation were analyzed. 

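Spleens of 29 mice were used, from 5 uninfected (baseline) mice and from 6 mice at each of days 1, 2, 4 and 7 after intranasal inoculation with 10000000 CFUs of TIGR4. The paper's methods give 6 mice per group, and a sixth baseline mouse is not analysed here. Splenocytes of each mouse were cultured for 6 hours with formalin-inactivated TIGR4, at 10 bacteria per cell, or in medium alone, so that each mouse gave 1 stimulated and 1 unstimulated sample. RNA was measured with an Ion AmpliSeq panel, which amplifies a short piece of the transcript of each target gene and counts the reads on it. The authors deposited raw counts, without normalization, for 23930 target genes in 58 samples. The aligner and the genome build behind these counts are not given in the sources used here. Gene positions are those of the GENCODE vM21 annotation on GRCm38, which had an entry for 91.04% of the target genes.

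Total counts per sample were between 5635286 and 41731173, with a median of 10516299, and the second largest total was 18621585. In unstimulated samples the totals were between 6645809 and 11639029 at baseline (median 9584506), between 7705205 and 41731173 on day 1 (median 11281304), between 9892932 and 14587303 on day 2 (median 10977022), between 7797256 and 16538325 on day 4 (median 10617907) and between 5635286 and 15256263 on day 7 (median 8196317). In stimulated samples they were between 8570110 and 12896605 at baseline (median 11255664), between 8277581 and 18621585 on day 1 (median 12825140), between 10033265 and 17380218 on day 2 (median 12180943), between 5867642 and 11160676 on day 4 (median 9691314) and between 6302071 and 11786147 on day 7 (median 8761906).

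Expression is given as CPM, counts scaled to the sample total and its normalization factor. Genes with at least 0.951 CPM in at least 5 samples and at least 15 counts in all were tested, which were 14806 genes. Counts were normalized with trimmed-mean (TMM) factors, which lay between 0.838 and 1.234, and 1 model with the 10 groups was fitted with limma voom. Differentially expressed genes (DEGs) had an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 0.5, the paper's thresholds. Normalized expression values are given as mean CPM ± SD between mice.

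The panel holds 1057 olfactory receptor genes. They took 3.28% of the counts in the unstimulated sample of baseline mouse 1 (95% Wilson interval 3.27% to 3.29%), 1.73% in that of mouse 2 (1.72% to 1.74%), 4.18% in that of mouse 3 (4.17% to 4.20%), 0.0097% in that of mouse 4 (0.0090% to 0.0105%) and 0.357% in that of mouse 6 (0.354% to 0.361%). These intervals cover counting error only, since reads of amplified pieces are not independent molecules. In the stimulated samples of the same mice the share was between 0.0109% and 0.0168%. Among the infected samples it passed 0.1% in 1 unstimulated sample of day 1 (0.131%) and in 1 of day 7 (0.977%). Every comparison with the unstimulated baseline samples includes the 5 samples with these shares.

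**Figure D1:**
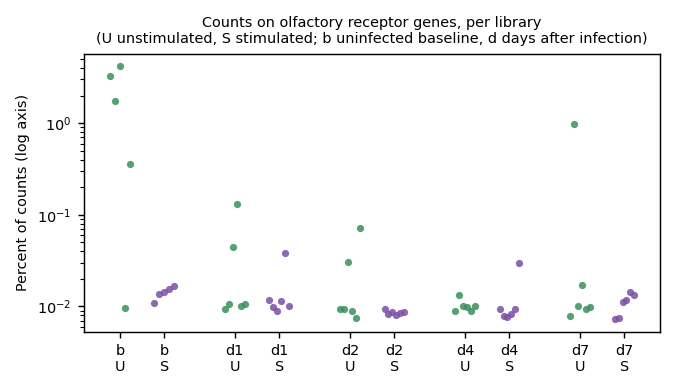
Percent of the counts on olfactory receptor genes (log axis) in each sample, by day and stimulation, with 1 point per sample. Unstimulated baseline samples lie between 0.0097% and 4.18%, stimulated baseline samples between 0.0109% and 0.0168%.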

We performed an Independent Principal Component Analysis (IPCA) and its sparse version, sIPCA, both proposed by MixOmics package (Yao et al., 2012), (i) to observe the distribution of our data, (ii) to understand how stimulation at different time points affects the clustering of samples, (iii) to identify the genes responsible for the main variance among samples, and (iv) to find possible outlier samples.

The IPCA approach (**Supplementary Image 2**) yielded a better clusterization among experimental groups and time points compared to PCA (data not shown). An outlier control sample was detected and removed. The sparse version of the IPCA (sIPCA, **Figure 3**) applies soft-thresholding in the independent loading vectors in IPCA, performing feature selection. 

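The sIPCA was computed with mixOmics on log2 CPM of the 14806 tested genes, with 2 counts added before the logarithm, 3 components and 50 genes kept on each. On the first component the 29 stimulated and the 29 unstimulated samples did not overlap, and the space between them was 0.449 of the component's range. On the other 2 components the 2 sets overlapped. Of the 50 genes of the first component, 9 had a higher and 41 a lower mean in the stimulated samples. The number of olfactory receptor genes among the 50 was 0 on each of the first 2 components and 22 on the last. The alternative that moved this result most was a principal component analysis. There the space between the 2 sets was negative, at -0.152 of the range of the first component, since they overlapped. This component held 69.6% of the variance. On it the 6 samples with more than 0.1% of their counts on olfactory receptor genes scored -381 to -84.8. All other samples scored -56.4 to 50.3, with unstimulated baseline mouse 4 at 29.4. The component thus followed the olfactory receptor share rather than stimulation.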

The graph shows the presence of two well-defined groups in the sIPC1: the stimulated and unstimulated samples.

**Figure 3:**
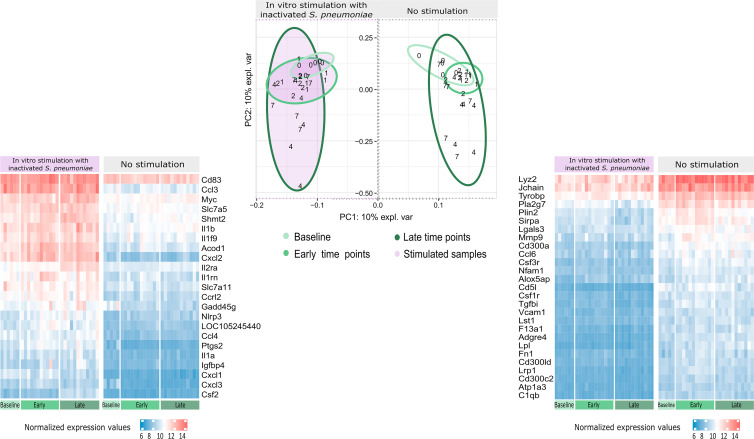
Distribution of gene expression data and changes after stimulation. The sIPCA proposed by MixOmics revealed two main clusters, one formed by stimulated samples (shaded in purple) and other formed by unstimulated samples. The IPC1 (x-axis) represents the variance between stimulated and unstimulated samples of infected and non-infected mice. IPC2 (y-axis) shows the variance between baseline samples with respect to the other groups in different study days (1, 2, 4, 7). After infection, samples from days 1 and 2 (early time points) form a smaller cluster closer to baseline samples (lighter green), while samples from days 4 and 7 (late time points) present a higher dispersion (darker green). The normalized expression values for the 50 most important genes selected by the sIPCA in the first component were represented in heatmaps, with lower values represented in blue and higher values in red and time points represented in the bottom part, following the same green scale of the sIPCA. The heatmap on the right, shows the 27 genes positively correlated with the first component, which include positive and negative regulators of the immune system and drive the formation of the cluster of unstimulated samples. The heatmap on the left shows the 23 genes negatively correlated with the first component, driving the stimulated samples to form a separate cluster. Most of these genes are related to cytokines and chemokines (Csf2, Ccl4, Il1a, Il1b, Il1rn, Il2ra, Cxcl1, Cxcl3, Cxcl2, Ccl3, Slc7a5) while others are related to immunity and inflammation (Cd83, Acod1, Slc7a11, Gadd45g, Nlrp3, Ptgs2 and Igfbp4).

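Dispersion was measured as the mean distance of the samples to their centroid in the plane of the first 2 components. Among unstimulated samples, the 12 samples of days 4 and 7 had 4.71 times the dispersion of the 12 samples of days 1 and 2 (two-sided permutation test of day labels with 100000 resamples, p = 1.3e-04, adjusted p = 2.6e-04 over the 2 tests). Among stimulated samples this ratio was 2.33 (p = 0.0757, adjusted p = 0.0757 from the same permutation test). With only the 5000 genes of largest variance, the ratio in stimulated samples was 2.15 (permutation p = 0.0471). In a principal component analysis it was 0.806 in stimulated samples (permutation p = 0.959) and 1.24 in unstimulated samples (permutation p = 0.947). The larger dispersion at late time points was thus not seen with that method. Its first component followed the olfactory receptor share, so these 2 ratios also carry the spread of that share.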

To better understand the genes that drive the formation of these clusters, the normalized expression values of the 50 genes selected by the first component of the sIPCA were divided into two heatmaps (**Figure 3**). 

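Among the 50 genes of the first component, Cd5l had the strongest decrease after stimulation. It lies on chromosome 3 from 87357881 to 87371073 and encodes a protein secreted by macrophages. Its normalized expression in baseline samples was 62.7 ± 32.2 (SD, n = 5) without stimulation and 3.55 ± 1.92 (SD, n = 5) with stimulation. Over all days its log2 fold change between stimulated and unstimulated samples was -4.71 (standard error, SE, 0.20; adjusted p = 2.16e-26). Lpl, which encodes lipoprotein lipase, lies on chromosome 8 from 68880491 to 68907448 and had a log2 fold change of -4.20 (SE 0.19, adjusted p = 2.86e-25). The macrophage receptor gene Adgre4, on chromosome 17 from 55749984 to 55853662, had -3.68 (SE 0.14, adjusted p = 2.58e-28). All 3 genes were DEGs in the same direction when each of the 58 samples was left out in turn.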

Genes positively correlated with the first component (driving the unstimulated cluster) included positive and negative regulators of the immune response, and they presented a decreased expression after stimulation. 

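The paper lists 18 genes for the stimulated samples (Fig. 3). Over all days, all 18 were higher in stimulated than in unstimulated samples, both over all genes tested and adjusted over the list alone. As the list was chosen on these samples, this count is not independent evidence. Of the 18 genes, 6 were also among the 50 genes kept on the first component here. The largest increase was that of Cxcl1, on chromosome 5 from 90891241 to 90893115, a chemokine gene whose log2 fold change over all days was 5.06 (SE 0.24, adjusted p = 5.14e-24). In baseline samples it rose from 1.74 ± 0.133 to 50.9 ± 13.2 (SD, n = 5 each). Cxcl2, on chromosome 5 from 90903871 to 90905938, had a log2 fold change of 4.66 (SE 0.14, adjusted p = 2.33e-32), and Ptgs2, on chromosome 1 from 150100031 to 150108227, one of 4.36 (SE 0.19, adjusted p = 2.19e-25). Of the rest, the smallest was that of Il2ra, on chromosome 2 from 11642807 to 11693193, at 1.36 (SE 0.07, adjusted p = 5.9e-24).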

The genes negatively regulated with the first component (clustering the stimulated samples) were related to cytokines, chemokines, and inflammation, all of them presenting an increased expression compared to unstimulated samples.

### 3.3 Stimulation of Splenocytes From Infected Mice Highlights Biological Pathways of Pneumococcus Infection

We then proceeded with the differential expression analysis using the *DESeq2* package. To understand the biological alterations caused by the infection and the subsequent *in vitro* stimulation with inactivated pneumococcus, enrichment analysis was performed using three different comparisons. (i) Spleens from infected mice, (ii) stimulated spleens from non-infected mice, and (iii) stimulated spleens from infected mice, at different time points after infection, were all compared with control spleens.

The number of differentially expressed genes (DEGs) for each condition at each time point is presented in **Figure 4**. 

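Against unstimulated baseline samples, infected samples had 6430 DEGs on day 1 (2189 up, 4241 down), 6941 on day 2 (2542 up, 4399 down), 7014 on day 4 (2602 up, 4412 down) and 6730 on day 7 (2246 up, 4484 down). Stimulated baseline samples had 6513 (2133 up, 4380 down). Infected and stimulated samples had 7532 on day 1 (2882 up, 4650 down), 8001 on day 2 (3086 up, 4915 down), 8476 on day 4 (3375 up, 5101 down) and 7804 on day 7 (2965 up, 4839 down). With median-of-ratios scaling the genes up and down were 544 and 4828, 934 and 4968, 801 and 4983, and 977 and 5097 in infected samples of days 1, 2, 4 and 7, 599 and 4758 in stimulated baseline samples, and 1134 and 5440, 1356 and 5682, 1792 and 6033, and 1397 and 5580 in infected and stimulated samples. With scaling by library size they were 1324 and 4438, 1690 and 4613, 1384 and 4708, and 1674 and 4721 in infected samples, 803 and 4683 in stimulated baseline samples, and 1823 and 5001, 1640 and 5479, 1929 and 5909, and 1546 and 5478 in infected and stimulated samples. The larger count for infected and stimulated than for infected samples held on each day when any 1 sample of the groups compared was left out.

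In all 9 comparisons with baseline, 3659 genes were down and 339 were up. The 3659 genes included 945 of the 947 olfactory receptor genes tested, and 45.1% of them had a single coding exon, against 13.9% of the tested genes. Of these 3659 genes, 2968 had a mean under 1 CPM in the stimulated samples. Of the processing alternatives, leaving out the 6 samples with more than 0.1% of their counts on olfactory receptor genes moved these counts most. It leaves 1 unstimulated baseline sample. The DEGs of infected samples were then 24 on day 1, 13 on day 2, 13 on day 4 and 127 on day 7, those of stimulated baseline samples 253, and those of infected and stimulated samples 691, 778, 1341 and 940.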

As expected, the stimulation of infected samples led to a higher number of DEGs compared to only infected samples, including specific genes that were not differentially expressed in the infection or stimulation alone. Days 4 and 7 presented the highest values of specific DEGs, in particular, new immune related genes and microRNAs were found, such as Il2, Foxp3, Il16a, Ccr1 and Mir155hg.

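Genes that were DEGs in infected and stimulated samples of a day, and neither in infected samples of that day nor in stimulated baseline samples, numbered 998 on day 1, 1190 on day 2, 1422 on day 4 and 1131 on day 7. With each contrast fitted on its own groups these counts were 1934, 2010, 2241 and 1945.

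Il2 lies on chromosome 3 from 37120523 to 37125959 and encodes interleukin 2. Its normalized expression in stimulated samples was 1.85 ± 0.940 (SD, n = 5) at baseline, 29.4 ± 16.3 (SD, n = 6) on day 4 and 33.3 ± 13.7 (SD, n = 6) on day 7. The log2 fold change from unstimulated baseline was 3.77 (SE 0.46, adjusted p = 2.53e-09) on day 4 and 3.97 (SE 0.45, adjusted p = 1.48e-09) on day 7. It was -0.21 (SE 0.60, adjusted p = 0.786) in stimulated baseline samples and 0.18 (SE 0.55, adjusted p = 0.801) in infected samples of day 4. Foxp3, on chromosome X from 7573644 to 7595245, encodes a transcription factor of regulatory T cells. Its expression was 26.4 ± 4.61 (SD, n = 5) at unstimulated baseline, 73.2 ± 16.2 (SD, n = 6) in stimulated samples of day 4 and 70.6 ± 12.8 (SD, n = 6) in those of day 7, with log2 fold changes of 1.43 (SE 0.15, adjusted p = 1.04e-10) and 1.40 (SE 0.15, adjusted p = 4.84e-10). Foxp3 was also a DEG in stimulated baseline samples, 0.56 (SE 0.16, adjusted p = 0.00398), and in infected samples of day 4, 0.61 (SE 0.15, adjusted p = 0.00102), and day 7, 0.72 (SE 0.15, adjusted p = 3.12e-04). With scaling by library size alone its value was 0.38 in stimulated baseline samples and 0.48 in infected samples of day 4, both under the threshold.

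Ccr1, a chemokine receptor gene with a single coding exon, lies on chromosome 9 from 123962124 to 123968692. Its expression was 17.7 ± 7.33 (SD, n = 5) at unstimulated baseline, 6.59 ± 3.97 (SD, n = 6) in stimulated samples of day 4 and 9.10 ± 3.44 (SD, n = 6) in those of day 7. It was down, with log2 fold changes of -1.43 (SE 0.40, adjusted p = 0.00180) on day 4 and -0.91 (SE 0.37, adjusted p = 0.0307) on day 7. In infected samples of day 4 its change was -0.56 (SE 0.34, adjusted p = 0.162), and leaving out unstimulated mouse 2 of that day made it a DEG there (-0.94, adjusted p = 0.0202). Mir155hg, on chromosome 16 from 84703167 to 84715245, is the noncoding host transcript of microRNA 155. It rose from 0.772 ± 0.266 (SD, n = 5) at unstimulated baseline to 2.50 ± 1.14 (SD, n = 6) in stimulated samples of day 4 and 2.97 ± 1.41 (SD, n = 6) in those of day 7, with log2 fold changes of 1.60 (SE 0.38, adjusted p = 3.91e-04) and 1.80 (SE 0.37, adjusted p = 1.12e-04). Without the samples over 0.1% its adjusted p was 0.172 on day 4 and 0.130 on day 7. The symbol Il16a is not among the target genes.

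**Figure D2:**
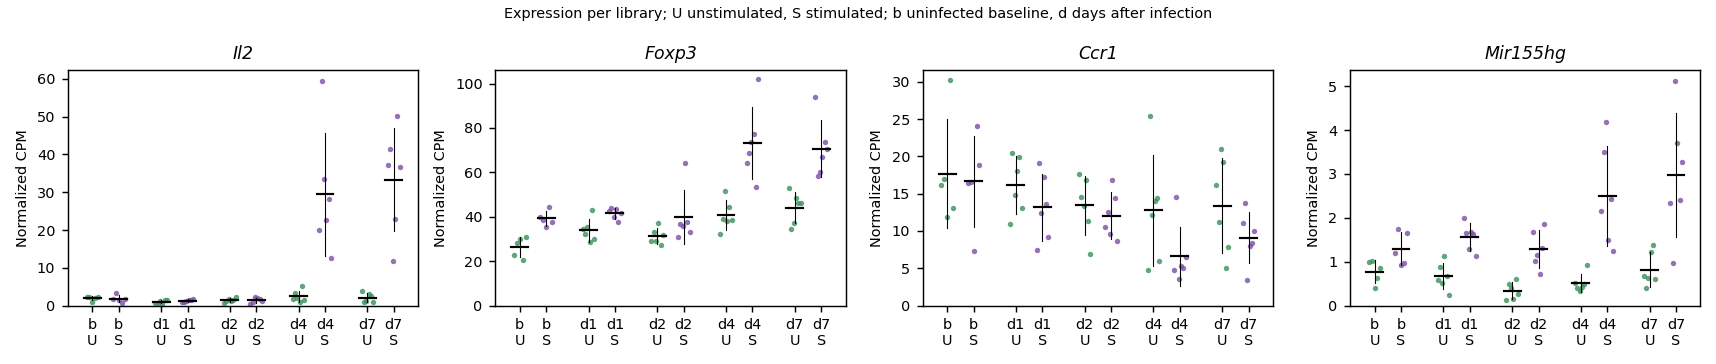
Normalized CPM of Il2, Foxp3, Ccr1 and Mir155hg in each sample by day, with unstimulated samples in green, stimulated samples in purple, a black bar for the mean and a vertical line for ± SD. Stimulated Il2 rises from a mean of 1.85 at baseline to 29.4 on day 4, while Ccr1 falls from 17.7 at unstimulated baseline to 6.59 in stimulated samples of day 4.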

**Figure 4:**
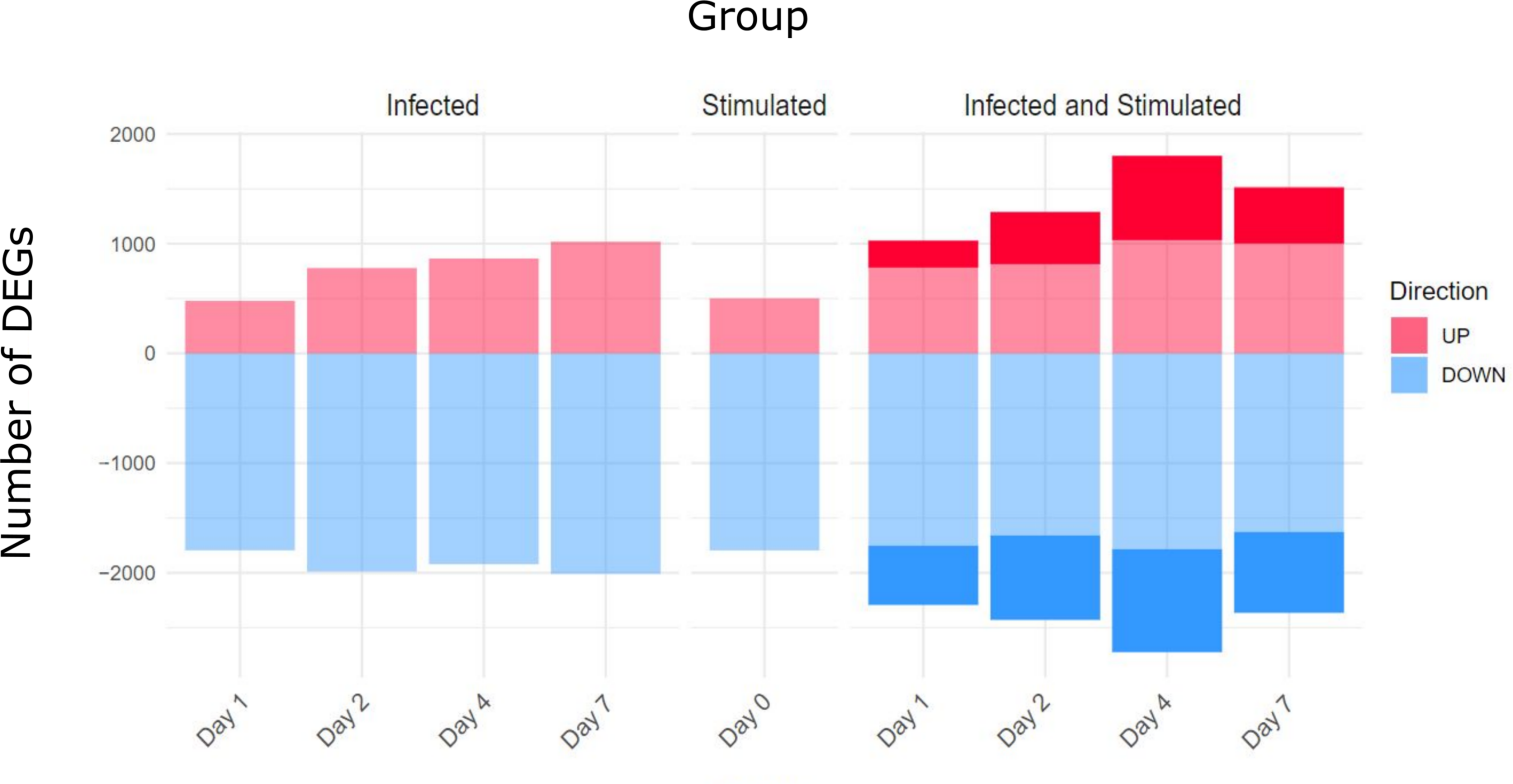
Differentially Expressed genes (DEGs) for comparison and Time point. Three main comparisons against baseline controls were defined: infected samples, stimulated samples and infected and stimulated samples. Differentially Expressed Genes (DEGs) were obtained using the DESeq2 package and establishing thresholds of FDR < 0.05 and absolute logFC > 0.5. The stimulation of spleens from infected mice led to a higher number of DEGs compared to only infected or only stimulated spleens (number of specific genes highlighted in the figure).

The enrichment analysis was performed using the *Blood Transcription Modules (BTM)* database and the *tmod* package, the complete results of the different groups are reported in the **Supplementary Data Sheet 1**. **Figure 5** shows a summary of the main immune system modules activated for each comparison and time point. In total, 87 modules were significantly enriched, only 3 of them being specifically activated in infected samples, while 40 modules were only activated after stimulation of previously infected samples.

**Figure 5:**
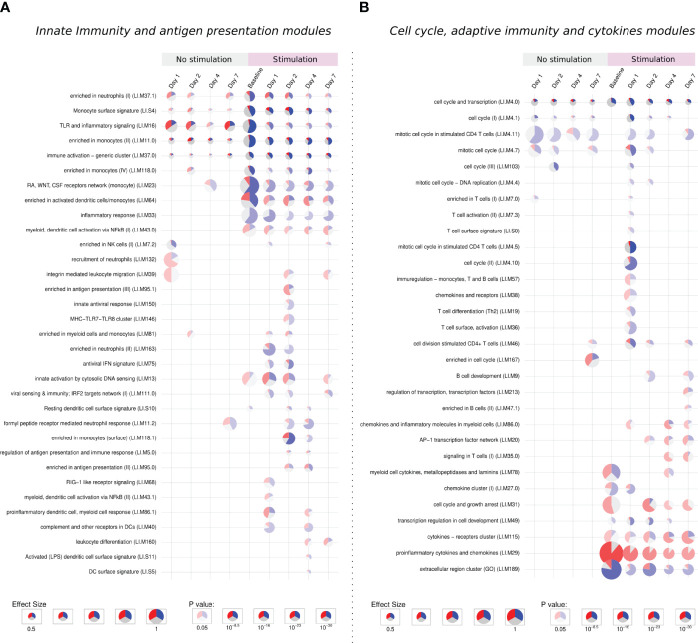
Tmod enrichment analysis. From the list of genes provided by the DESeq2 package, genes were selected by their FDR value (< 0.05) and absolute log2 Fold Change (> 0.5). The enriched blood transcription modules were obtained by the Hypergeometric test. **(A)** Modules related to innate immunity and antigen presentation, **(B)** modules related to cell cycle, adaptive immunity and cytokines modules. The effect size is proportional to the size of the pie, while the adjusted p-value is proportional to colour intensity. Within each pie, the proportion of significantly upregulated and downregulated genes is shown in red and blue, respectively. The gray portion of the pie represents genes that are not significantly differentially regulated.

#### 3.3.1 Activation of Extracellular Matrix, Cell Adhesion, and Innate Immune Response Modules

Five modules were consistently activated at almost all time points in both unstimulated and *in vitro* stimulated groups. Related to monocytes, immune activation, TLR signaling, and cell cycle, these modules showed a different pattern after stimulation, presenting more down-regulated genes. Following the same direction, modules related to the extracellular region, monocytes, and cell cycle are especially enriched in down-regulated genes after stimulation (**Figures 5A, B**).

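The members of the paper's modules are not in the sources used here, so 12 lists of marker genes, fixed before the data were examined, were tested with limma's camera in 17 comparisons. Of the 204 tests, 65 had an adjusted p under 0.05 with camera's preset correlation. Of these calls, 61 also held with fry and 14 with an estimated correlation. Camera compares a list with all other tested genes, and in the comparisons with baseline 4241 to 5101 genes were down. Its p-values there are relative to that background and do not decide whether a list itself moved. The list of 24 monocyte and macrophage genes was down in stimulated against unstimulated samples of the same day, with median log2 fold changes of -2.13 (adjusted p = 8.67e-38), -2.36 (adjusted p = 6.19e-36), -2.78 (adjusted p = 1.22e-36) and -1.88 (adjusted p = 2.89e-29) on days 1, 2, 4 and 7. Over all days, 21 of its 22 tested genes were down and 1 was up, and these counts were the same adjusted over the list alone. The list of 17 extracellular matrix genes had medians of -0.26 (adjusted p = 0.0919), -0.61 (adjusted p = 0.00492), -0.20 (adjusted p = 0.0964) and -0.47 (adjusted p = 0.0322) on the same days. Only the values of days 2 and 7 passed 0.05. The list of 30 cell cycle genes had medians of -0.10 (adjusted p = 0.741), 0.05 (adjusted p = 0.689), -0.20 (adjusted p = 0.320) and 0.01 (adjusted p = 0.821) and no call.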

The “extracellular region cluster” module shows the downregulation of genes involved in the interaction with extracellular components, growth control, and the vascular endothelium/angiogenesis (HSPG2, GH1, ENG). Moreover, the monocyte chemoattractant CCL2 is also down-regulated, while CCL18, important for the recruitment of T lymphocytes but not monocytes, is up-regulated.

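Hspg2, the gene of the matrix protein perlecan, lies on chromosome 4 from 137468769 to 137570630. Its expression was 4.22 ± 3.80 (SD, n = 5) at unstimulated baseline and 1.31 ± 0.626 (SD, n = 6) in stimulated samples of day 4. Infected and stimulated samples had log2 fold changes of -1.25 (SE 0.48, adjusted p = 0.0204) on day 4 and -1.17 (SE 0.47, adjusted p = 0.0281) on day 7, and infected samples without stimulation -1.15 (SE 0.44, adjusted p = 0.0223) and -1.39 (SE 0.46, adjusted p = 0.00958). Stimulated against unstimulated samples of day 4 gave -0.10 (SE 0.51, adjusted p = 0.987). With the olfactory receptor percent as a covariate, the changes of infected and stimulated samples turned to 0.22 (adjusted p = 0.777) on day 4 and 0.31 (adjusted p = 0.701) on day 7, and leaving out unstimulated baseline mouse 1 gave an adjusted p of 0.128 on day 4.

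Gh, the mouse growth hormone gene, lies on chromosome 11 from 106300271 to 106301865. Its expression at unstimulated baseline was 165 ± 183 (SD, n = 5), from 5.27 in mouse 4 to 445 in mouse 2, and 6.21 ± 0.973 (SD, n = 5) at stimulated baseline. The log2 fold change was -3.66 (SE 0.74, adjusted p = 2.15e-04) in stimulated baseline samples and -3.29 (SE 0.65, adjusted p = 1.03e-04) in infected samples of day 4. Without the 6 samples over 0.1% of olfactory receptor counts it turned to 0.19 (adjusted p = 0.994) in stimulated baseline samples. Eng, which encodes the endothelial receptor endoglin, lies on chromosome 2 from 32646595 to 32682669. On day 2 it fell from 22.3 ± 2.71 without to 10.0 ± 2.43 with stimulation (SD, n = 6 each), a log2 fold change of -1.16 (SE 0.15, adjusted p = 1.83e-08). Against unstimulated baseline, infected and stimulated samples had -0.03 (SE 0.15, adjusted p = 0.876) on day 1, -0.76 (SE 0.16, adjusted p = 1.09e-04) on day 2, -0.58 (SE 0.17, adjusted p = 0.00221) on day 4 and -0.95 (SE 0.17, adjusted p = 1.67e-05) on day 7.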

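Ccl2, on chromosome 11 from 82035571 to 82037453, had a normalized expression of 4.87 ± 4.30 (SD, n = 5) at unstimulated baseline and 0.915 ± 0.472 (SD, n = 6) in stimulated samples of day 7. The log2 fold change from unstimulated baseline was -1.28 (SE 0.48, adjusted p = 0.0237) in stimulated baseline samples, -1.08 (SE 0.42, adjusted p = 0.0255) on day 1 of infected and stimulated samples, -0.43 (SE 0.39, adjusted p = 0.346) on day 2, -1.65 (SE 0.52, adjusted p = 0.00499) on day 4 and -2.08 (SE 0.56, adjusted p = 0.00148) on day 7. In infected samples of day 7 without stimulation it was -2.04 (SE 0.52, adjusted p = 0.00126), and stimulated against unstimulated samples of that day gave -0.04 (SE 0.64, adjusted p = 0.987). With the olfactory receptor percent as a covariate the value turned to 0.06 (adjusted p = 0.959) in stimulated baseline samples and to 0.27 (adjusted p = 0.736) on day 1, and leaving out unstimulated baseline mouse 3 gave an adjusted p of 0.118 and of 0.143. Ccl18 is not among the target genes.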

The stimulation down-regulates genes responsible for the proliferation and differentiation of monocytes and macrophages like CSF2RA, CSF1R, and CSF3R, the latter one also important for adhesion. 

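Csf1r, which encodes the receptor of macrophage colony-stimulating factor, lies on chromosome 18 from 61100598 to 61132149. On day 1 its expression was 40.9 ± 5.52 (SD, n = 6) without and 7.73 ± 2.00 (SD, n = 6) with stimulation. The log2 fold change between stimulated and unstimulated samples was -2.47 (SE 0.25, adjusted p = 5.63e-11) on day 1, -2.62 (SE 0.24, adjusted p = 2.16e-12) on day 2, -3.37 (SE 0.31, adjusted p = 4.76e-12) on day 4 and -3.26 (SE 0.32, adjusted p = 6.38e-11) on day 7. Csf3r, the gene of the granulocyte colony-stimulating factor receptor, lies on chromosome 4 from 126024550 to 126044440 and had -2.26 (SE 0.23, adjusted p = 1.76e-10) on day 1, -2.31 (SE 0.24, adjusted p = 8.63e-11) on day 2, -2.23 (SE 0.25, adjusted p = 1.64e-09) on day 4 and -2.65 (SE 0.27, adjusted p = 1.05e-10) on day 7. In infected samples without stimulation it was higher than at baseline, by 1.11 (adjusted p = 1.51e-04) on day 1. Csf2ra, on chromosome 19 from 61223957 to 61228429, had -0.59 (SE 0.25, adjusted p = 0.151) on day 1, -0.96 (SE 0.25, adjusted p = 0.00532) on day 2, -0.91 (SE 0.26, adjusted p = 0.0117) on day 4 and -0.93 (SE 0.27, adjusted p = 0.0190) on day 7. With the mouse as a block, its adjusted p on day 1 was 0.0354.

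**Figure D3:**
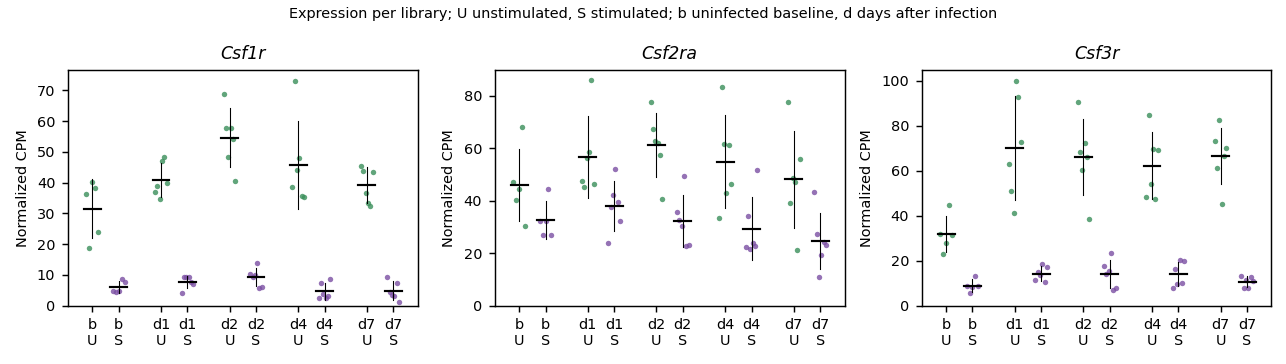
Normalized CPM of Csf1r, Csf2ra and Csf3r in each sample by day, with unstimulated samples in green, stimulated samples in purple, a black bar for the mean and a vertical line for ± SD. On day 1 the mean of Csf1r falls from 40.9 without to 7.73 with stimulation.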

In monocytes modules, other genes linked to the extracellular matrix and cell adhesion followed the same behavior.

The downregulation of extracellular matrix genes could be due to the process of *in vitro* stimulation, decreasing the cell adhesion to the plate surface.

#### 3.3.2 Activation of Cell Cycle, Cytokines, and Adaptive Immune Response Modules

The stimulation of infected samples led to the enrichment of many biological pathways not activated in the previous comparisons, including modules related to antiviral response, antigen presentation, T cells, B cells, and chemokines (**Figures 5A, B**).

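The list of 14 MHC class II genes had median log2 fold changes from unstimulated baseline, in infected and stimulated samples, of 0.49 (adjusted p = 0.0139) on day 1, 1.14 (adjusted p = 8.78e-06) on day 2, 1.09 (adjusted p = 2.75e-05) on day 4 and 0.88 (adjusted p = 1.24e-04) on day 7. On day 2, 10 of its 14 genes were up, and 10 adjusted over the list alone. The list of B cell genes had medians of 0.65 (adjusted p = 0.00118) on day 1, 0.85 (adjusted p = 3.33e-05) on day 2, 0.82 (adjusted p = 1.88e-04) on day 4 and 0.90 (adjusted p = 7.33e-05) on day 7, and on day 1 9 of its 11 tested genes were up (9 adjusted over the list alone). Camera also called both lists higher in stimulated baseline samples. Without stimulation it called the B cell list in infected samples of each day and the MHC class II list on days 2 and 4. The calls of these 2 lists were thus not specific to stimulation after infection. The list of T cell genes had 0.34 (adjusted p = 0.0828) on day 2, 0.32 (adjusted p = 0.0964) on day 4 and 0.37 (adjusted p = 0.0257) on day 7. The interferon response list, of 16 genes, had -0.91 (adjusted p = 0.272) on day 1, -0.80 (adjusted p = 0.267) on day 2, 0.05 (adjusted p = 0.453) on day 4 and -0.41 (adjusted p = 0.770) on day 7. On day 1, 0 of its 13 tested genes were up and 9 down (0 up and 9 down adjusted over the list alone). Camera sets the list against a background with many lower genes there, so its p-value does not exclude a decrease of the list. Between stimulated and unstimulated samples of day 2 the median of this list was -0.90 (adjusted p = 3.33e-05).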

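In infected samples of day 1 the list of 16 T cell genes had a median log2 fold change from baseline of 0.39 (adjusted p = 0.00700) in the camera test, with 5 up and 1 down (5 up and 1 down adjusted over the list alone). The list of cell cycle genes had a median of -0.25 (adjusted p = 0.483), with 0 up and 7 down of 28 tested (0 up and 6 down adjusted over the list alone).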

On the first day, unstimulated samples presented the enrichment of T cell and cell cycle modules. 

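In infected and stimulated samples of day 1 the T cell list had a median of 0.54 (adjusted p = 0.00371), with 8 up and 1 down (8 up and 1 down adjusted over the list alone). The cell cycle list had a median of -0.46 (adjusted p = 0.423), with 1 up and 9 down (1 up and 9 down adjusted over the list alone). With fry this decrease had an adjusted p of 0.0212.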

After stimulation, these same modules are activated, together with many others related to T cells and cell cycle, in both cases enriched mainly by down-regulated genes.

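Vcam1, the gene of a vascular cell adhesion molecule, lies on chromosome 3 from 116109949 to 116129688. On day 1 its expression was 33.8 ± 8.54 (SD, n = 6) without and 5.03 ± 1.14 (SD, n = 6) with stimulation, a log2 fold change of -2.70 (SE 0.25, adjusted p = 5.81e-12). Against unstimulated baseline it was -0.03 (SE 0.20, adjusted p = 0.914) in infected samples of day 1 and -2.74 (SE 0.26, adjusted p = 1.64e-11) in infected and stimulated samples of day 1. Itga4, on chromosome 2 from 79255426 to 79333123, encodes an integrin subunit that binds Vcam1. Its expression was 360.2 ± 82.5 (SD, n = 5) at unstimulated baseline, 659 ± 96.3 (SD, n = 6) in unstimulated samples of day 1 and 457 ± 104 (SD, n = 6) in stimulated samples of day 1. The log2 fold change was 0.88 (SE 0.22, adjusted p = 7.34e-04) in infected samples and 0.33 (SE 0.22, adjusted p = 0.193) in infected and stimulated samples of day 1. With the olfactory receptor percent as a covariate, the first of these was 0.59 (adjusted p = 0.110). The paper's SIR3PG was read as Sirpg, which is not among the target genes.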

In T cell modules we find down-regulated cell-cycle genes and genes linked to cell adhesion, like VCAM1 and SIR3PG, while ITGA4, another adhesion-related gene, was up-regulated in unstimulated samples but presented no change after stimulation. Negative regulators of the T cell activity (LILRB4, LILRB3, SIT1) were also downregulated, while the few up-regulated genes were mainly related to T cell activation (CD3E, GRAP2, CDCA7, and LAT).

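Sit1, on chromosome 4 from 43482081 to 43483734, encodes an adaptor that inhibits T cell receptor signaling. Its log2 fold change on day 1 was -0.36 (SE 0.26, adjusted p = 0.244) in infected samples and -0.14 (SE 0.25, adjusted p = 0.665) in infected and stimulated samples. The covariate for olfactory receptor percent turned the latter to 0.80 (adjusted p = 0.0253), and leaving out unstimulated baseline mouse 4 gave -0.70 (adjusted p = 0.0203) in infected samples. Lilrb3 and Lilrb4 are not among the target genes. Cd3e, on chromosome 9 from 44998740 to 45009627, had 0.83 (SE 0.14, adjusted p = 5.22e-06) in infected and stimulated samples of day 1, Grap2, on chromosome 15 from 80572594 to 80652854, had 0.81 (SE 0.16, adjusted p = 5.26e-05), Cdca7, on chromosome 2 from 72476159 to 72486893, had 1.05 (SE 0.19, adjusted p = 1.4e-05), and Lat, on chromosome 7 from 126363824 to 126369570, had 0.77 (SE 0.20, adjusted p = 0.00118). In infected samples of day 1 the values were 0.57 (adjusted p = 5.75e-04) for Cd3e, 0.57 (adjusted p = 0.00223) for Grap2, 0.36 (adjusted p = 0.115) for Cdca7 and 0.38 (adjusted p = 0.117) for Lat. With only genes of mean CPM of at least 5, the value of Lat in infected and stimulated samples was 0.46 (adjusted p = 0.0712).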

On the other hand, the specific modules in late time points were mostly activated by up-regulated genes. We observe a stronger activation of the “cytokines − receptors cluster” module and the specific enrichment of pathways like leukocyte differentiation, signaling in T cells, enriched in B cells, among other modules.

Cytokine modules are activated from the stimulation of baseline samples and looking inside these modules, indeed we see many up-regulated genes independently of the time point, especially those from the CCL family, IL1A, IL1RN, and TNF. 

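Ccl3, on chromosome 11 from 83647844 to 83649355, had a log2 fold change from unstimulated baseline of 3.42 (SE 0.31, adjusted p = 1.54e-11) in stimulated baseline samples. In infected and stimulated samples it lay between 3.20 on day 1 and 3.39 on day 7. Ccl4, on chromosome 11 from 83662584 to 83664683, had 2.69 (SE 0.29, adjusted p = 2.62e-09) in stimulated baseline samples and 3.14 (SE 0.29, adjusted p = 3.83e-12) on day 7. Ccl5, on chromosome 11 from 83525778 to 83530518, had 0.01 (SE 0.23, adjusted p = 0.966) in stimulated baseline samples, -0.58 (SE 0.22, adjusted p = 0.0203) on day 1 and -0.15 (SE 0.22, adjusted p = 0.587) on day 7. Il1a, on chromosome 2 from 129299610 to 129309972, had 2.14 (SE 0.45, adjusted p = 2.98e-04) in stimulated baseline samples and 2.84 (SE 0.43, adjusted p = 4.66e-07) on day 4. For Il1rn, on chromosome 2 from 24336853 to 24351494, the value was 2.10 (SE 0.35, adjusted p = 1.49e-05) in stimulated baseline samples and 3.40 (SE 0.33, adjusted p = 1.63e-11) on day 2. Tnf, on chromosome 17 from 35199381 to 35202007, had 2.55 (SE 0.51, adjusted p = 1.91e-04) in stimulated baseline samples, 2.87 (SE 0.49, adjusted p = 7.9e-06) on day 1 and 1.81 (SE 0.52, adjusted p = 0.00258) on day 4. Without the samples over 0.1% of olfactory receptor counts, the adjusted p in stimulated baseline samples was 0.590 for Il1a, 0.249 for Il1rn and 0.421 for Tnf.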

Other genes such as CSF2, IL2RA, IL6, IL10 and IL1B present a modest increase in stimulation of baseline samples, but a major up-regulation at late time points.

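Csf2, on chromosome 11 from 54247271 to 54249667, had a log2 fold change from unstimulated baseline of 2.22 (SE 0.46, adjusted p = 2.57e-04) in stimulated baseline samples, 2.72 (SE 0.43, adjusted p = 2.44e-06) on day 1 of infected and stimulated samples, 4.26 (SE 0.43, adjusted p = 1.81e-11) on day 4 and 4.12 (SE 0.43, adjusted p = 1.57e-10) on day 7. Il2ra had 1.09 (SE 0.16, adjusted p = 3.36e-06) in stimulated baseline samples, 1.42 (SE 0.16, adjusted p = 9.22e-10) on day 1, 2.35 (SE 0.16, adjusted p = 2.42e-17) on day 4 and 2.29 (SE 0.16, adjusted p = 2.51e-16) on day 7. Il10, on chromosome 1 from 131019845 to 131024974, had 1.23 (SE 0.32, adjusted p = 0.00215) in stimulated baseline samples and 2.40 (SE 0.30, adjusted p = 1.38e-08) on day 7. Between late and early stimulated samples the change was 0.94 (SE 0.10, adjusted p = 1.5e-09) for Il2ra and 0.81 (SE 0.16, adjusted p = 8.63e-04) for Il10. Il6, on chromosome 5 from 30013114 to 30019981, had 1.94 (SE 0.51, adjusted p = 0.00215) in stimulated baseline samples and 0.93 (SE 0.23, adjusted p = 0.00655) between late and early stimulated samples. Il1b, on chromosome 2 from 129364570 to 129371139, had 1.62 (SE 0.31, adjusted p = 1.05e-04) in stimulated baseline samples, 2.08 (SE 0.30, adjusted p = 2.78e-07) on day 7 and 0.25 (SE 0.19, adjusted p = 0.483) between late and early stimulated samples. With the olfactory receptor percent as a covariate, the adjusted p in stimulated baseline samples was 0.353 for Il10 and 0.132 for Il6.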

Despite the high number of activated modules, the response to the stimuli after a previous infection does not show general up-regulation of the immune and inflammatory response. This second contact with the pathogen through the *in vitro* stimulation permitted us to appreciate biological processes which could not be detected in the primary infection, especially those related to antigen presentation, adaptive immunity, and cytokines. These processes are possibly related to a recall immune response starting within the first days after infection.

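Stimulated and unstimulated samples of the same day differed in 1066 DEGs on day 1 (416 up, 650 down), 1349 on day 2 (515 up, 834 down), 1733 on day 4 (870 up, 863 down) and 1202 on day 7 (587 up, 615 down). With scaling by library size, genes up and down were 353 and 1084 on day 2, 578 and 1220 on day 4 and 364 and 899 on day 7. With the test against a log2 fold change of 0.5 these counts were 325, 382, 432 and 310. The response to stimulation differed between infected and baseline mice (an interaction in the model) in 846 genes on day 1, 1068 on day 2, 1122 on day 4 and 523 on day 7. With the mouse as a block, as both samples of a mouse enter the interaction, these counts were 5083, 5244, 5236 and 4629. With only the samples of these groups they were 0 on day 1 (limma, 1974 genes at an unadjusted p under 0.05), 337 on day 2, 0 on day 4 (1847) and 2 on day 7, and with the mouse as a block as well they were 2672, 2530, 990 and 4. Leaving out 1 sample at a time moved the counts of the first fit between 23 and 5250 on day 1, 162 and 5179 on day 2, 104 and 5405 on day 4 and 30 and 4975 on day 7, and the largest values came from leaving out the unstimulated sample of baseline mouse 4. The list of 23 cytokine and chemokine genes had median log2 fold changes between stimulated and unstimulated samples of 2.40 (adjusted p = 4.94e-18) on day 4 and 1.96 (adjusted p = 7.12e-22) on day 7. The paper states that the second contact with the pathogen brought out processes that were not detected in the primary infection. It proposes that these are possibly related to a recall response.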

### 3.4 Cytokines Assay Suggests the Promotion of Innate and Adaptive Immune Responses From Day 4 After Infection

Regarding the concentration of cytokines in splenocyte culture supernatants, the infection without subsequent stimulation did not result in significant increases in the concentration of cytokines, with exception of IL-17a at day 7 after infection (data not shown).

The stimulation process induced a significant increase in KC and MIP-1a, compared to baseline samples (median of differences of 42.46 and 184.4 pg/ml, respectively). Despite cytokine changes between stimulated and control samples being noticeable in early stages, they increased considerably upon *in vitro* stimulation, at days 4 and 7 after the infection (**Figure 6**).

**Figure 6:**
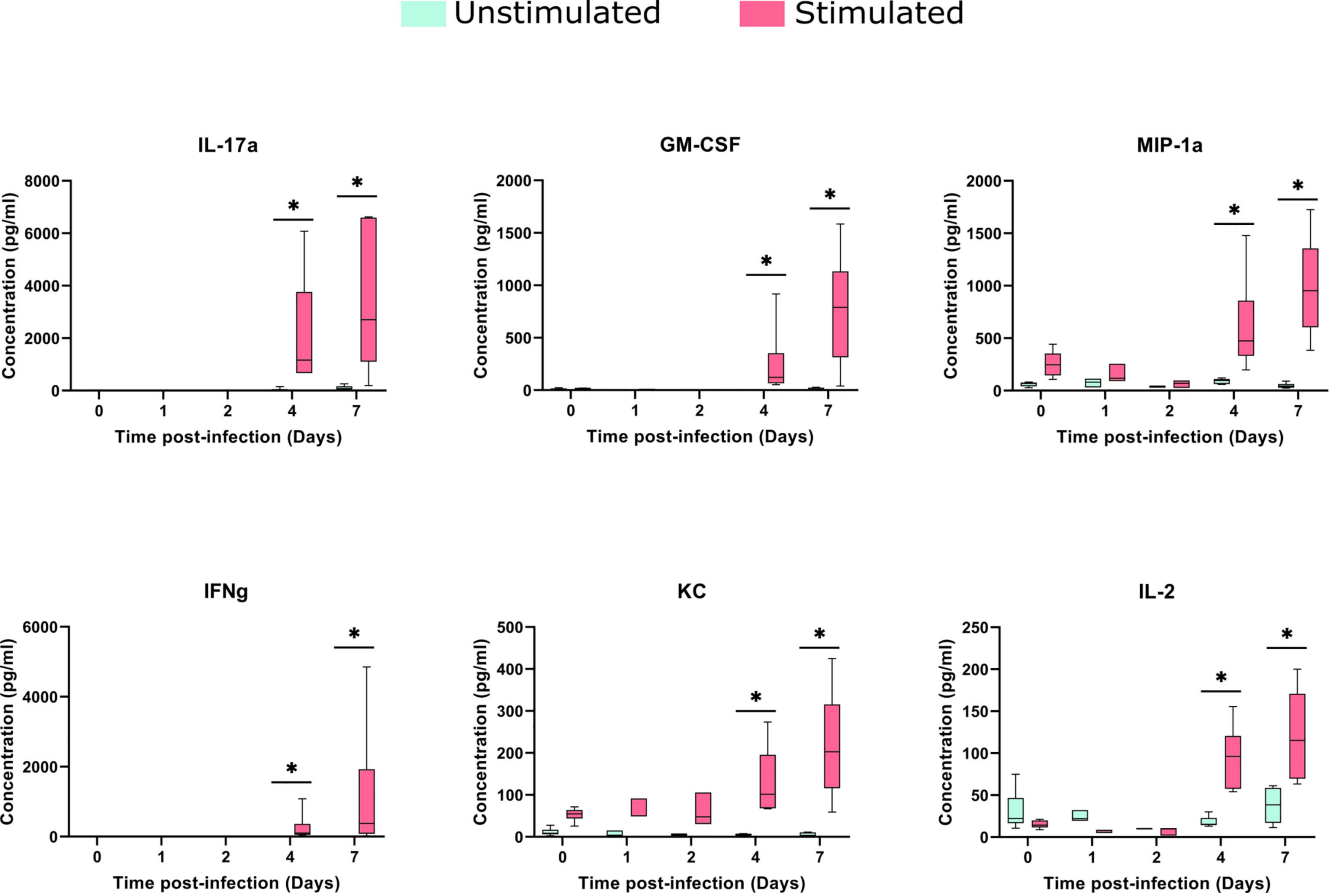
Cytokines concentrations in the spleens after TIGR4 pneumococcal infection. The spleens were collected from infected mice at different time points and splenocytes were cultured for 72 hours in the presence or not of a stimulus (formalin-inactivated TIGR4 pneumococcal strain). The supernatants were collected and the concentration of 23 cytokines were assessed by Luminex immunoassay. Data was analyzed using GraphPad Prism software. To compare Stimulated to Unstimulated samples we used the Wilcoxon paired test. Concentrations from six of the cytokines are presented in the figure (for all the 23 cytokines see **Supplementary Image 3**). When compared to only infected samples, all the six cytokines presented a significant (*= *P*<0.05) increase when stimulated in days 4 and 7 after infection.

The comparison of stimulated samples from days 4 and 7 after infection with only infected samples showed a significant increase in all cytokine concentrations, with exception of MCP-1 and IL12p40 (**Figure 6** and **Supplementary Image 3**), suggesting the involvement of both innate and adaptive branches of the immune system. This increase was more accentuated on day 7, in which the difference in the median between the stimulated and unstimulated groups was 2597 pg/ml for IL-17A, 769 pg/ml for GM-CSF and 374 pg/ml for IFN-gamma.

### 3.5 Gene Expression and Cytokines Data Integration Indicate Specific Patterns of Recall Immune Response After Stimulation

To identify the genes correlated with the increase in the concentration of cytokines, especially at late time points, data integration was performed using the sparse version of Partial Least Squares (sPLS), from MixOmics package. PLS can integrate two types of data measured on the same sample by maximizing the covariance between the components of each data set. The sparse version applies LASSO ℓ1 penalizations in PLS analysis to perform feature selection.

As expected, the *in vitro* stimulated samples formed a different cluster compared to the non-stimulated samples, although there is a different behavior regarding time points in each cluster (**Figure 7A**). In the non-stimulated cluster there is a perturbation caused by infection, but some samples from day 7 cluster together with control samples from day 0. On the other hand, *in vitro* stimulated samples presented a different pattern, samples from days 4 and 7 form a new cluster, driven by the increase in cytokine concentration and the expression of certain genes (**Figure 7B**).

**Figure 7:**
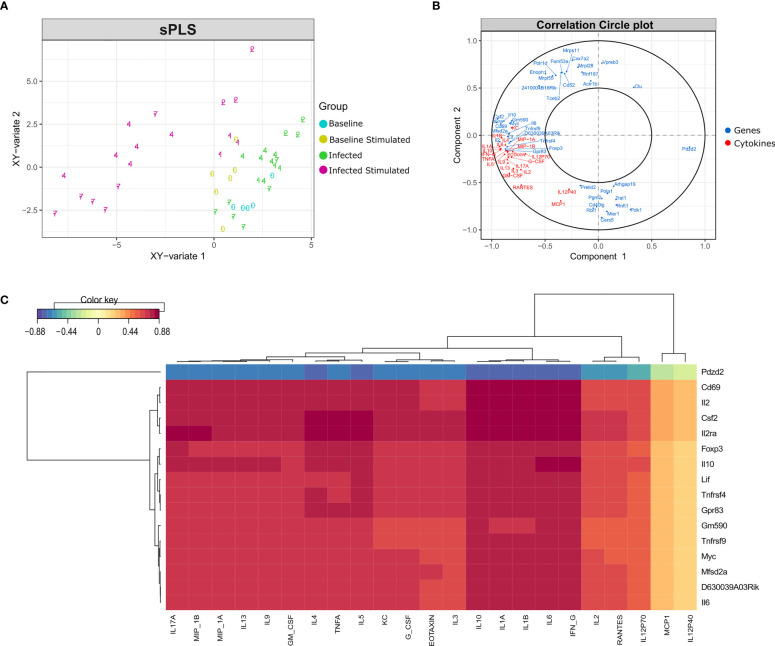
Data integration using sPLS (Sparse Partial Least Squares). Data integration suggests a different pattern in stimulated samples from days 4 and 7 after infection, driven by the expression of a few genes and the concentration of most cytokines. **(A)** sPLS: Partial Least Squares regression applying the tune.spls function (MixOmics), 16 genes were selected for component 1 and 25 genes for component 2. Colors represent samples from different groups: infected or non-infected and with or without *in vitro* stimulation. Numbers indicate the study days. **(B)** Correlation Circle Plot: the selected genes (blue) and cytokines (red) are represented in a correlation circle plot. Variables positively associated are projected in the same direction from the origin, variables negatively correlated are projected in opposite directions. Variables displayed in a perpendicular angle are not correlated and the greater the distance from the origin the stronger the association. For example, the cytokine IL1B is positively correlated with the IL2 gene, but is negatively correlated with the gene Pdzd2. In general, cytokines and several genes related to cytokines are accumulated on the left side of the graph, indicating a high correlation among them. **(C)** Clustered Image Map (CIM): correlation between genes (mRNA), reported in vertical, and Cytokine production, in horizontal. The map highlights the correlation values for these variables for the genes selected on the first component of the sPLS. High positive correlations are represented by dark red, while high negative correlations by dark blue. Genes related to cytokines such as Il2ra, Csf2, Il10, Il6 and Il2 are positively correlated with most cytokines concentration. The select genes are strongly correlated with almost all cytokines, with exception of MCP1 and IL12p40.

By performing data integration and feature selection, sPLS identifies the genes whose expression is strongly associated with the concentrations of cytokines, providing the correlation value for each variable. The genes with the highest values of correlation with the 23 cytokines were Cd69, Csf2, Il2ra, and Il2 (**Figure 7C**). Other genes related to the immune system (Foxp3, Tnfrsf4, Tnfrsf9, Il10, and Il6) were also found positively correlated with the cytokines.

### 3.6 Possible Biomarkers Elicited by *In Vitro* Stimulation

We aimed to understand if feature selection could summarize the impact of a previous infection on stimulated samples, indicating possible biomarkers of this infection. We applied the DaMiR-seq package, which provides data normalization, feature selection, and classification, based on different machine learning techniques. Three groups were established based on the transcriptomics and cytokine data distribution, focusing on the stimulation of uninfected samples, samples from early time points after infection (days 1 and 2), and samples from late time points (days 4 and 7).

Eleven genes were chosen by applying a threshold of 0.5 to the scaled importance score identified by the DaMiR-seq package (**Supplementary Image 1**). These 11 genes allowed a clear clusterization of the three groups (**Figure 8**).

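The 29 stimulated samples were clustered on the standardized log2 CPM of the 11 genes (complete linkage, 3 clusters). All 12 samples of days 4 and 7 formed 1 cluster, the 12 samples of days 1 and 2 another, and 4 of the 5 baseline samples the last. The baseline sample of mouse 4 joined the samples of days 1 and 2. The adjusted Rand index, which is 1 for a perfect match with the 3 groups, was 0.915. Among 10000 random sets of 11 genes matched on mean expression, 0 reached this value, and their median was 0.0363. As the 11 genes were selected on these samples, the index is not independent evidence. K-means in place of complete linkage gave 0.835, the lowest of the alternatives, and leaving out the baseline sample of mouse 4 gave 1. Against stimulated baseline, 5 of the 11 genes were up and 0 down at early time points (5 up and 1 down adjusted over the list alone), and 7 were up and 2 down at late time points (7 and 2 adjusted over the list alone).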

**Figure 8:**
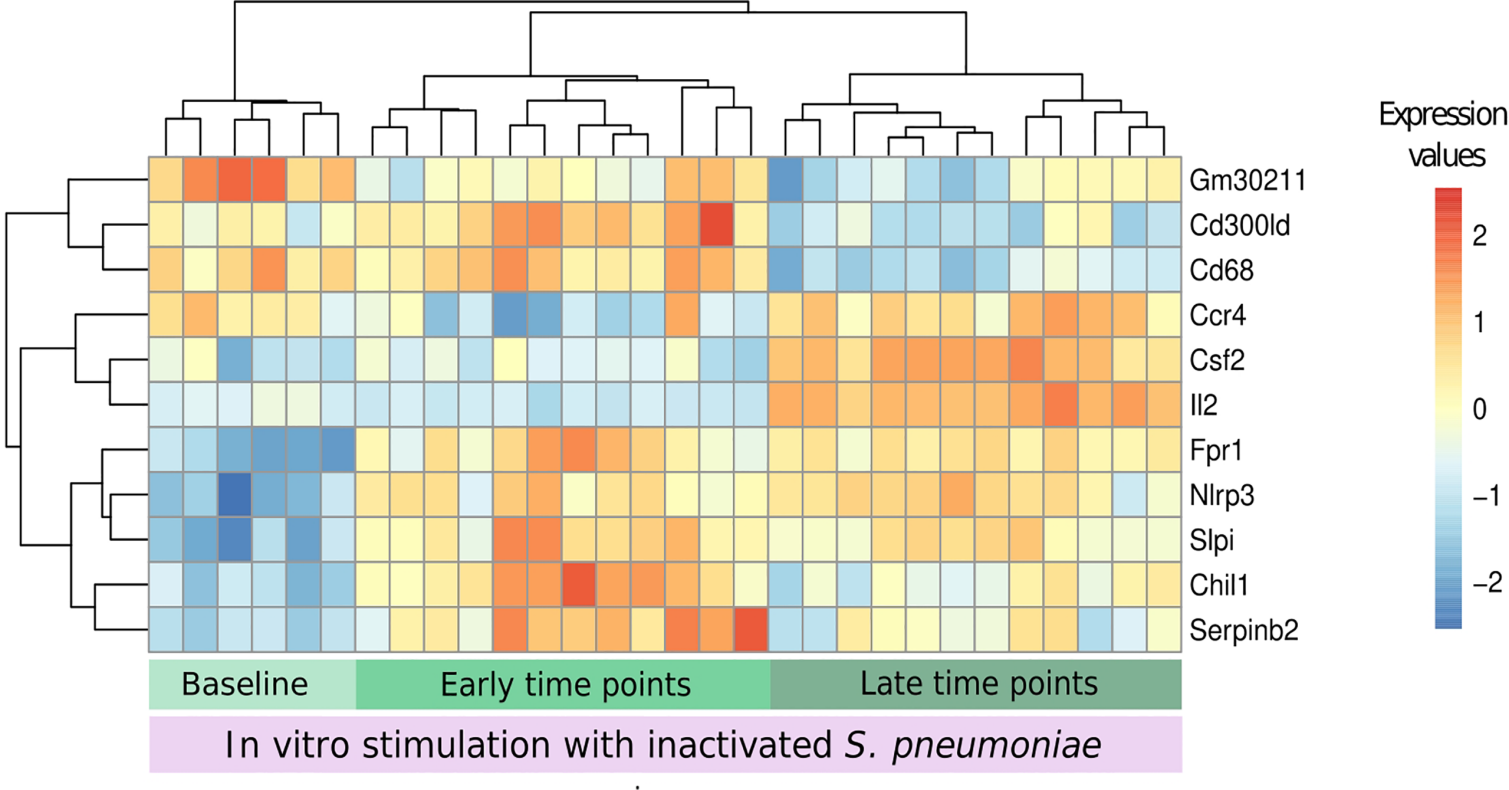
Biomarkers of recall immune response. The DaMiR-seq package combines different classification methods to select possible biomarkers. After selecting the stimulated samples, this package was used to find genes involved in the differences between infected and uninfected samples after stimulation. Groups were established based on the results of data distribution (IPCA and sIPCA) and cytokines, where we observed a shared pattern between early time points (days 1 and 2) and another pattern at late time points (4 and 7). Eleven genes were selected based on the drop of the feature importance (**Supplementary Image 1**). The normalized expression values of the selected genes permitted to form three clear clusters.

When compared to baseline stimulated samples, Fpr1, Nlrp3, and Slpi presented an increased expression in infected stimulated samples, independently of the time point. 

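Slpi, on chromosome 2 from 164354070 to 164389095, encodes a secreted inhibitor of leukocyte proteases. Its normalized expression in stimulated samples was 40.0 ± 3.14 (SD, n = 5) at baseline, 83.7 ± 29.2 (SD, n = 6) on day 1, 98.6 ± 33.6 (SD, n = 6) on day 2, 105 ± 41.9 (SD, n = 6) on day 4 and 74.3 ± 20.0 (SD, n = 6) on day 7. Against stimulated baseline its log2 fold change was 1.12 (SE 0.22, adjusted p = 0.00177) at early and 1.07 (SE 0.22, adjusted p = 4.42e-04) at late time points. Fpr1, a formyl peptide receptor gene with a single coding exon, lies on chromosome 17 from 17876471 to 17883940 and had 1.12 (SE 0.31, adjusted p = 0.0181) at early and 1.56 (SE 0.31, adjusted p = 2.9e-04) at late time points. Leaving out stimulated baseline mouse 2 or 3 gave an adjusted p of 0.0653 or 0.0584 for Fpr1 at early time points. Nlrp3, on chromosome 11 from 59541568 to 59566956, encodes an inflammasome receptor and had 0.94 (SE 0.23, adjusted p = 0.00786) at early and 1.19 (SE 0.23, adjusted p = 1.9e-04) at late time points. Leaving out stimulated baseline mouse 4 gave an adjusted p of 0.0604 for Nlrp3 at early time points. For the early comparison as a whole, leaving out this sample moved the number of DEGs from 884 to 45.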

The stimulation of samples from early time points after the infection led to the increase in the expression of other inflammatory genes like Serpinb2 and Chil1 (Chitinase-3-like protein 1), and these values started to decrease in the subsequent days. 

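Serpinb2, on chromosome 1 from 107511423 to 107535478, encodes an inhibitor of plasminogen activators. Its normalized expression in stimulated samples was 5.50 ± 2.48 (SD, n = 5) at baseline, 11.1 ± 5.18 (SD, n = 6) on day 1, 19.3 ± 8.21 (SD, n = 6) on day 2, 15.0 ± 15.4 (SD, n = 6) on day 4 and 11.2 ± 4.43 (SD, n = 6) on day 7. Mouse 2 of day 4 had 46.0, outside the range of the other mice of that day. Against stimulated baseline the log2 fold change was 1.31 (SE 0.37, adjusted p = 0.0205) at early and 1.06 (SE 0.38, adjusted p = 0.0393) at late time points, and late against early samples gave -0.25 (SE 0.24, adjusted p = 0.641). Leaving out stimulated baseline mouse 4 gave an adjusted p of 0.0745 for the early value of Serpinb2. This call was also lost without stimulated baseline mouse 2 or 6, and the late call without stimulated mouse 2 of day 4. Chil1, on chromosome 1 from 134182176 to 134190181, had 1.16 (SE 0.29, adjusted p = 0.00951) at early and 0.82 (SE 0.30, adjusted p = 0.0424) at late time points, and -0.35 (SE 0.20, adjusted p = 0.299) between late and early. With sample quality weights the last value of Chil1 was -0.57 (adjusted p = 0.0114), and without a filter on low counts the late value had an adjusted p of 0.0749. In unstimulated samples Chil1 lay between 7.43 and 19.5 CPM at baseline and between 14.3 and 43.8 CPM on days 1 and 2. In stimulated samples these ranges were 7.0 to 22.3 and 15.1 to 42.0 CPM. A higher level of Chil1 on days 1 and 2 was thus also present without stimulation.

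**Figure D4:**
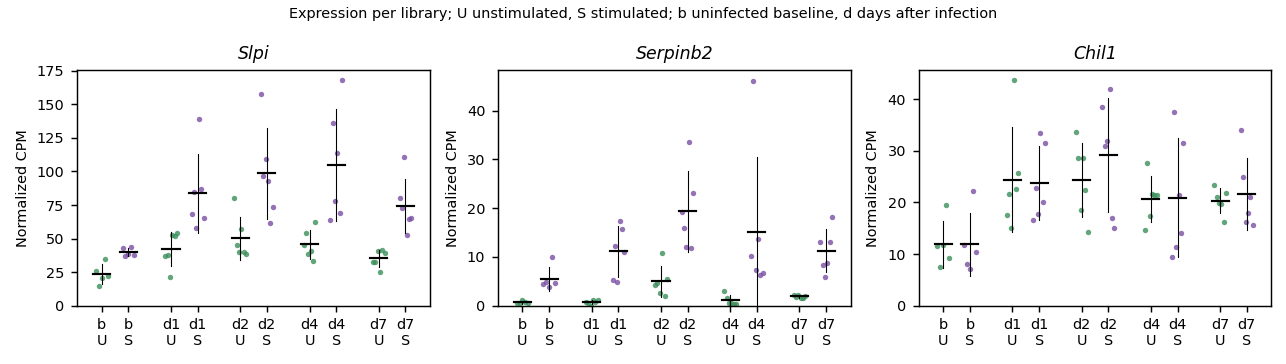
Normalized CPM of Slpi, Serpinb2 and Chil1 in each sample by day, with unstimulated samples in green, stimulated samples in purple, a black bar for the mean and a vertical line for ± SD. The mean of stimulated Serpinb2 is 5.50 at baseline and 19.3 on day 2.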

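In stimulated samples, Csf2 had a normalized expression of 9.72 ± 4.62 (SD, n = 5) at baseline, 13.0 ± 3.12 (SD, n = 6) on day 1, 10.2 ± 2.82 (SD, n = 6) on day 2, 37.4 ± 10.4 (SD, n = 6) on day 4 and 34.9 ± 14.6 (SD, n = 6) on day 7. Late stimulated samples had a log2 fold change of 1.97 (SE 0.26, adjusted p = 7.18e-07) from stimulated baseline and of 1.64 (SE 0.17, adjusted p = 1.89e-09) from early stimulated samples. For Il2 these were 4.08 (SE 0.45, adjusted p = 6.78e-09) and 4.46 (SE 0.31, adjusted p = 1.2e-15). Ccr4, a chemokine receptor gene with a single coding exon on chromosome 9 from 114490316 to 114504916, had 0.46 (SE 0.22, adjusted p = 0.139) from stimulated baseline and 1.08 (SE 0.17, adjusted p = 5.25e-05) from early stimulated samples. Early stimulated samples had -0.62 (SE 0.23, adjusted p = 0.0776) from stimulated baseline, which sample quality weights moved to -0.67 (adjusted p = 0.0109). In unstimulated samples the late against early change of Ccr4 was 0.75 (SE 0.17, adjusted p = 0.00757).

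**Figure D5:**
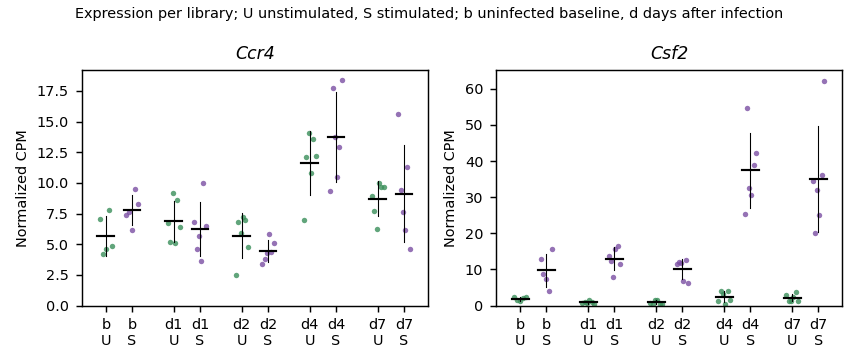
Normalized CPM of Ccr4 and Csf2 in each sample by day, with unstimulated samples in green, stimulated samples in purple, a black bar for the mean and a vertical line for ± SD. The mean of stimulated Csf2 is 13.0 on day 1 and 37.4 on day 4.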

At late time points, three other important genes, related to cytokine activity, had their expression increased when compared to the other groups: Ccr4, Csf2, and Il2.

Despite the small number of samples being a limitation for this type of analysis, the feature selection summarizes the new immunological processes that arise after the stimulation of infected samples and suggests the use of the *in vitro* stimulation model to detect the presence of a previous pneumococcal infection by measuring the expression of a few genes.

## 4 Discussion

To characterize the host response to *S. pneumoniae* we proposed a murine model of intranasal infection followed by an *in vitro* stimulation of splenocytes with inactivated bacterial whole cells, at different time points after infection. Using a transcriptomic-based approach, our study has highlighted genes and biological pathways associated with the stimulation of baseline and previously infected samples, as well as the cytokines involved in the same processes.

In accordance with the genes selected by the sIPCA, the enrichment analysis has shown that the simple presence of inactivated bacteria leads to the activation of cytokines genes and different immune system pathways, mainly related to innate immunity. However, when this stimulation occurs in previously infected samples, there is a higher number of DEGs, revealing 40 new biological modules distributed across time points.

Stimulated samples presented downregulation of monocytes modules, together with the upregulation of antigen presentation and cytokine modules, which were also reported in gene expression data from alveolar macrophages (AM) in a pneumococcal colonization study, when comparing volunteers that developed carriage or not after experimental human pneumococcal challenge (Mitsi et al., 2020). In fact, the study did not suggest an increase in monocytes, but a higher monocyte-AM differentiation in people that developed carriage. On the other hand, monocytes seem to be recruited at the nose after the establishment of carriage (Jochems et al., 2018).

Recent vaccine studies have emphasized that innate immunity modules, including antigen presentation and dendritic cell activation, demonstrate stronger activation after a second contact with the antigen. Using an *in vivo* boost with the antigen alone following the priming with a chimeric vaccine against *Mycobacterium tuberculosis*, Santoro et al. have observed a faster and more robust response of dendritic cells and antigen presentation (Santoro et al., 2018). Similar results were recently observed in a different context, with an mRNA vaccine against SARS-CoV-2, in which the second dose activated new antigen presentation modules (Arunachalam et al., 2021).

Transcriptomics results have shown the presence of a particular response after a second contact with the pathogen and the concentrations of the cytokines suggested that this response is marked by different patterns of activation, with the stimulation allowing a better classification between early time points (1 and 2 days) and late time points (4 and 7) after infection. Moreover, the activated modules and the concentration of the soluble modulators suggested that both innate and adaptive branches of the immune system are promoted by the stimulation, suggesting cooperation between them.

In our model, cytokines secreted by macrophages, like MIP-1a (CCL3), KC (CXCL1), IL-1a, IL-1b, and IL-6 had a small, although significant, increase after stimulation of baseline samples. After stimulation of early time points, a small increase in the concentration of MIP-1b, RANTES, and TNF-a was observed, although not statistically significant. When the *in vitro* stimulus occurs at late time points after infection, the concentration of all these cytokines significantly increases, especially at day 7. In fact, innate immune responses to pneumococcus are known for polarization towards Th1 and Th17 responses through the release of cytokines (Bogaert et al., 2009).

Following this reasoning, it was expected that after the stimulation of baseline samples the cytokines linked to the adaptive immunity activation such as IL-17, IFNg, and IL-2 did not present an increased concentration in comparison to unstimulated samples. G-CSF and GM-CSF presented a small increase, although not significant. Again, at early time points no important changes are seen, but at late time points, a significant increase in the concentration was observed for all these cytokines, suggesting the activation of a Th1 and Th17 response starting around day 4. A strong Th1 response characterized by high levels of IFNg was also demonstrated in a murine model of bacterial meningitis by type 4 *S. pneumoniae*, already 48 hours after infection. (Pettini et al., 2015).

A previous study has highlighted the action of CD8+ T cells in helping AM to develop high MHC II expression after adenovirus infection, a process that started coincidently with the entry of T cells in the alveolar tissue, around 5 days after the infection (Yao et al., 2018). The activation of T cells in the spleen could follow a similar behavior in supporting macrophage activity and consequently increasing cytokine release.

Biomarker analysis and sPLS integration were employed to find genes that characterize the recall immune response and correlate with the increase in the concentration of the cytokines. Among the genes found positively correlated by the sPLS method, many were linked to the immune response. The TNF receptors Tnfrsf9 and Tnfrsf4, are important for Th1 promotion and CD4 responses and, together with Il2, Il2ra, Foxp3 and IL10 participate in the “NF-kappaB signaling” biological pathway (Cho et al., 2021). Moreover, these genes are also associated with regulatory T cells, along with Cd69 and Il6, two other features found correlated with cytokines in the same analysis (Maloy and Powrie, 2005; Kimura and Kishimoto, 2010; Chaudhry et al., 2011; Yu et al., 2018; Hinterbrandner et al., 2021).

The eleven genes selected as possible biomarkers are capable of correctly clustering the stimulated samples in the studied groups (baseline, early, and late time points, **Figure 8**). These genes could be cross validated in future studies using the same model of pneumococcal lung infection to study vaccine strategies and antimicrobial therapies. A link with pneumococcal infection, colonization, or vaccination was established in the literature for most of the selected genes. The Il2 and Csf2 genes were not only the first and third most important genes for the classification of samples regarding the presence of a previous infection but they were also among the genes with the highest correlation with the concentration of different cytokines, together with the Il2ra gene. This highlights the importance of the IL-2 signaling pathway to the described recall response. Indeed, different vaccine studies reported an increase in IL-2 cytokine after restimulation with pneumococcal proteins or peptides from these proteins (Kataoka et al., 2011; Singh et al., 2014; Elhaik Goldman et al., 2016; Converso et al., 2017).

Csf2 gene encodes for Granulocyte/Macrophage colony-stimulating factor (GM-CSF), a cytokine that presented one of the highest concentrations after stimulation of infected samples from late time points. Previous studies have described the increase in Csf2 expression and GM-CSF concentration in the lungs from mice infected intranasally with *S. pneumoniae* (Steinwede et al., 2011). *In vitro* stimulation of PBMCs with *S. pneumoniae* has also increased the concentration of this cytokine. Furthermore, a protective role of GM-CSF in pneumococcal infection was described with intra-alveolar administration of this cytokine (Schmeck et al., 2004; Steinwede et al., 2011) and the resistance to lung infection attributed to the microbiota was found to be through GM-CSF signaling (Brown et al., 2017).

The lack of Fpr1 and Chil1 led to a higher mortality rate in murine models of pneumococcal meningitis and pneumonia, respectively (Dela Cruz et al., 2012; Oldekamp et al., 2014).

Slpi is involved in the innate immune response to bacterial infections, regulating the NF-kappa-B activation and inflammatory responses. This gene was up-regulated in the lungs of mice infected with pneumococcus, but the same was not observed in the spleen, suggesting that its expression is modulated at the site of inflammation in the presence of inflammatory stimuli (Abe et al., 1997). 

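In unstimulated samples, the normalized expression of Slpi was 23.5 ± 7.44 (SD, n = 5) at baseline, 42.4 ± 12.8 (SD, n = 6) on day 1, 50.2 ± 16.1 (SD, n = 6) on day 2, 45.7 ± 10.9 (SD, n = 6) on day 4 and 35.1 ± 6.35 (SD, n = 6) on day 7. The log2 fold change from baseline was 0.85 (SE 0.27, adjusted p = 0.00653) on day 1, 1.11 (SE 0.27, adjusted p = 6.95e-04) on day 2, 0.97 (SE 0.27, adjusted p = 0.00199) on day 4 and 0.65 (SE 0.28, adjusted p = 0.0445) on day 7. Without the samples over 0.1% of olfactory receptor counts, which leaves 1 unstimulated baseline sample, Slpi was no longer a DEG on any day, with 0.15 (adjusted p = 0.949), 0.50 (adjusted p = 0.726), 0.36 (adjusted p = 0.827) and 0.04 (adjusted p = 0.985). Leaving out unstimulated baseline mouse 2 or 6, or unstimulated mouse 4 of day 1, gave an adjusted p of 0.124, 0.0523 and 0.0726 on day 1, and on day 7 the call was lost in 10 of the 11 fits that leave out 1 sample. Stimulated against unstimulated samples gave 0.97 (SE 0.23, adjusted p = 0.00255) on day 1 and 1.15 (SE 0.23, adjusted p = 2.34e-04) on day 4, and no difference in this increase between infected and baseline mice was called (0.32 on day 4, adjusted p = 0.538).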

Our data suggested a similar result, since Slpi expression did not change in the spleen of infected samples, but only increased after the *in vitro* stimulation.

Cd300ld presents no clear link with pneumococcal infection, but its encoded protein, an activating receptor in myeloid and mast cells, was downregulated in the blood of mice infected with *Streptococcus suis* (Dai et al., 2018).

The link of most of the selected genes with the physiopathology of pneumococcal infection supports the use of feature selection and machine learning techniques to unveil gene signatures, potentially finding new features and/or assigning new roles to genes involved in a process, such as recall responses. The changes in cytokines concentration and gene expression are two important ways to assess immunological information after infection or vaccination. Our findings suggest that *in vitro* stimulation is an important step to understanding the systemic response to pneumococcal lung infection and the immunological memory generated by this bacteria. The analysis of transcriptomic and cytokine data revealed a clustering of the samples based on the stage of infection (early vs late), with more intense signals at late time points. Integrative analysis identified few genes, related to the immune system, which could categorize the samples based on the infection stage and which may be useful in future studies to monitor vaccine immune response and experimental therapies efficacy.

## Data Availability Statement

The datasets generated for this study can be found in the GEO database under accession number: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE199605. The bioinformatic analysis can be accessed at https://github.com/IsaMoscardini/Spleen_stimulation.

## Ethics Statement

The animal study was reviewed and approved by the Italian Ministry of Health with authorization n° 304/2018-PR.

## Author Contributions

GP, FI and FS conceived and designed the experiments. FS and MC prepared the bacteria for animal infection and for *in vitro* stimulation. MC, FF, SG and EP performed animal experiments. MC and CG performed transcriptomic analysis. MC and FF analysed cytokines. DM secured funding. IM analysed data and drafted the paper with contributions from FS, AG and GP. All the authors reviewed, edited and approved the final version of the manuscript.

## Funding

This study was carried out with financial support from the Commission of the European Communities, Seventh Framework Programme, Innovative Medicines Initiative Joint Undertaking “Biomarkers for Enhanced Vaccine Safety” project BioVacSafe (IMI JU Grant No. 115308).

IM received a PhD fellowship under the Marie Sklodowska-Curie actions (MSCA) – Innovative Training Networks (ITN), Project VacPath (Novel vaccine vectors to resist pathogen challenge) grant agreement No 812915 funded by the European Union’s Horizon 2020 research and innovation programme.

## Conflict of Interest

Authors IM and AG are employed by Microbiotec srl.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Immune Memory After Respiratory Infection With Streptococcus pneumoniae Is Revealed by in vitro Stimulation of Murine Splenocytes With Inactivated Pneumococcal Whole Cells: Evidence of Early Recall Responses by Transcriptomic Analysis
**Source:** Front Cell Infect Microbiol. 2022 Jun 20;12:869763. doi: 10.3389/fcimb.2022.869763
**Supplement:** Supplementary Image 1 — Feature Importance. The DaMiRseq package ranks the selected features using RReliefF, a multivariate filter technique that assesses the relevance of the features. The graph shows the importance of each feature, indicating that Il2 gene is the best classificator.

# Attributes importance by RReliefF

Top features

Il2  
Fpr1  
Csf2  
Ccr4  
Chil1  
Slpi  
Cd300ld  
Nlrp3  
Gm30211  
Cd68  
Serpnb2  
Gm32448  
Alas2  
Aldoc  
Ankrd37  
Fn1  
Ube3a  
Cfl2  
Rrm2b  
Tpi1  
Gpr83  
Samd9l  
Thbs1  
Saa3  
Wfdc17  
Rai14  
Ifng  
Clec7a  
Mir17hg  
Scarna6  
Prg4  
Prg2

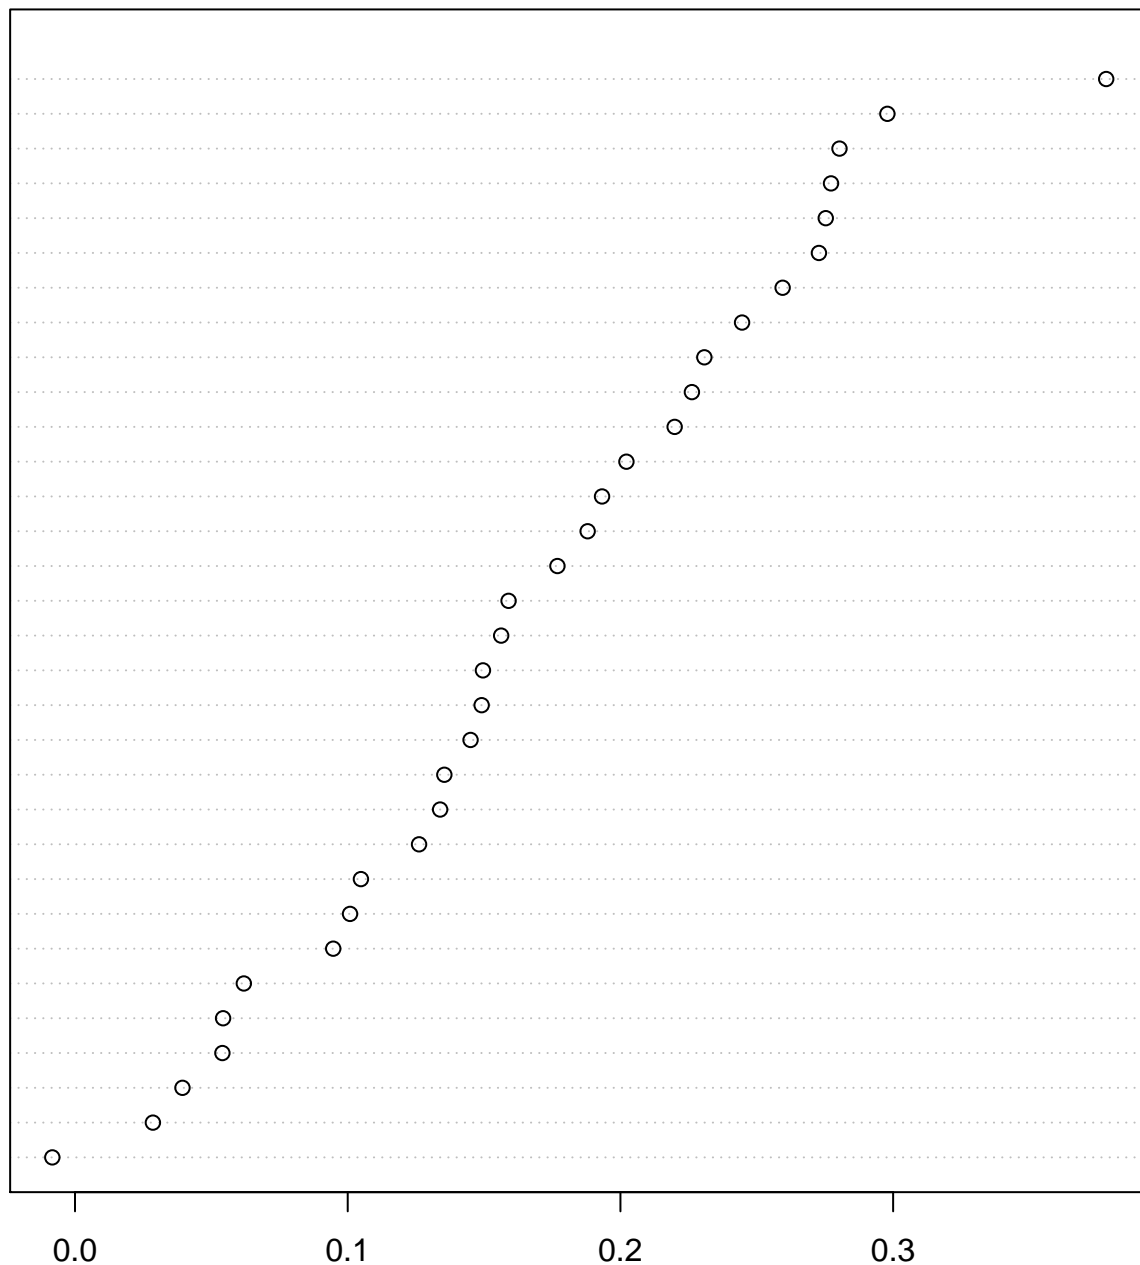

RReliefF importance

How the deposited data were processed for this re-analysis (not part of the article)

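RNA of splenocytes was measured with the Ion AmpliSeq mouse panel in 58 samples from 29 mice, 5 uninfected (baseline) mice and 6 mice at each of days 1, 2, 4 and 7 after intranasal infection. Each mouse gave 1 sample cultured in medium and 1 sample cultured with inactivated TIGR4. The 10 groups were formed from day and stimulation as the sample labels give them. The paper's methods give 6 mice per group, its results report that 1 outlying control sample was removed, and a sixth baseline mouse is not analysed here.

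The authors deposited 1 table of raw counts for 23930 target genes, without normalization, filtering or pooling of samples. Every value was checked to be a whole number of at least 0, and 0 genes were without counts in all samples. The aligner, the counting program and the genome build are not given in the sources used here. Pools of 8 libraries were sequenced per chip on an Ion Proton, according to the paper's methods, but the chip of each library is not given, so no batch could be modelled. To test whether replicates are separate libraries, the counts of 140 pairs of samples from the same group were compared, and the lowest chi-square per degree of freedom was 7.35, so that no pair differed by counting error alone. Target genes were matched to GENCODE vM21 (GRCm38) by symbol (21365 genes) or by an older symbol (420 genes), and 2145 genes had no match and no position or exon number. Of the matched genes 2528 had a single coding exon, 16266 had several and 2991 had none. Genes whose symbol begins as those of the olfactory receptors do (1057 genes) were summed per sample.

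The total count per sample was between 5635286 and 41731173 (median 10516299). Genes were kept that had at least 0.951 CPM, which is 10 counts at the median total, in at least 5 samples and at least 15 counts in all, which left 14806 genes. Trimmed-mean (TMM) factors were computed as in the published method and lay between 0.838 and 1.234. Log2 CPM used a prior count of 2.

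Tests used limma voom 3.58.1 in R 4.3.3, with a fit of the 10 groups to all 58 samples, limma's moderated t test and the Benjamini-Hochberg correction over the genes tested. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds that the authors used with DESeq2. DESeq2 was not used here. The design written before the data were examined named the quasi-likelihood test of edgeR, which was not run, and limma voom was used in its place with the same groups, contrasts, filter and thresholds, a choice made after the table was read and before any test was run. Differences against unstimulated baseline were tested for infected, stimulated baseline, and infected and stimulated samples (9 comparisons), and stimulated against unstimulated samples were tested on each day and over all days. The change of the stimulation effect with infection was tested as an interaction on each day. Early samples are those of days 1 and 2 and late samples those of days 4 and 7, with equal weight to each day. The 2 samples of a mouse come from the same animal. Their correlation, after the group means were removed, had a mean of 0.185 at baseline, 0.111 on day 1, 0.025 on day 2, 0.183 on day 4 and 0.073 on day 7, and it was over 0.1 in 16 of 29 mice. The fit takes samples as independent, and a fit with the mouse as a block and one with it as a random effect were run as alternatives.

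Genes were named by a rule written before the data were examined, when the values in the paper's figures and tables had been seen. It takes every mouse gene that the paper names for the RNA data, the genes of the 23-cytokine panel, and for each comparison at most 3 genes up and 3 down with the largest absolute log2 fold change among DEGs with a mean log2 CPM of at least 3 and no overlap between the 2 groups. Gene lists for 12 cell types and processes, also written before, were tested in 17 comparisons with limma's camera (preset correlation) and fry, with the correction over all 204 tests. The lists were cell cycle, monocyte and macrophage, neutrophil, erythroid, T cell, B cell, plasma cell, NK cell, cytokine panel, MHC class II, interferon response and extracellular matrix. Lists for testis germ cells, Sertoli and Leydig cells, brain, intestine, kidney, liver, lung, pancreas, skeletal muscle and skin were written after the table was opened, where a few testis genes with counts in baseline samples had been noticed, and before the counts of the genes on these lists were looked at.

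The independent principal component analysis was computed with mixOmics 6.26.0 (3 components, 50 genes kept on each). Dispersion was tested with 100000 permutations of the day labels within stimulated or unstimulated samples. Clustering used scipy 1.17.1 and scikit-learn 1.9.0, and tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Differences of single genes between days 4 and 7 were tested with exact two-sided permutation tests of log2 CPM with an offset of 0.1.

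The steps were tested on simulated data. With 200 genes changed in counts simulated from the fitted means and spread, 190 (95%) were recovered on day 1 of infected samples with 16 false calls among 13114 genes tested, and 186 (93%) on day 4 of infected and stimulated samples with 6 false calls among 13149. In 10 simulated runs without change, at most 1 gene was called in any of the 9 comparisons and 0 genes were lower in all 9. Of 200 random lists, 8 had a camera p under 0.05. The means and spread came from the samples other than unstimulated baseline, with 1 mean per gene for all groups. The simulated data thus lack the olfactory receptor signal of the baseline samples. They do not show how often genes or lists are called falsely in the real comparisons with baseline.

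Alternatives set before the data were examined were no filter on low counts, a mean CPM of at least 5, other scalings (library size, median of ratios), a test against a log2 fold change of 0.5, no threshold on the fold change, sample quality weights, the mouse as a block or a random effect, only the groups of a contrast in the fit, counts thinned to 5635286 per sample, leaving out each sample in turn, a prior count of 0.5, other numbers of genes and components, and other clusterings and list tests. Alternatives chosen after seeing the data were limma trend, the percent of olfactory receptor counts as a covariate, a mean CPM of at least 5 over stimulated samples, leaving out genes of 1 coding exon, and leaving out the 6 samples over 0.1% or the 4 samples over 0.5% of olfactory receptor counts. A count of genes was called moved when it was over 1.5 times the main count or the main count was over 1.5 times it. A named gene that passed the threshold neither in the main test nor under an alternative counted as unchanged whatever its sign. For each count of genes, 60 splits of the same samples into groups of the same sizes were drawn, the real one included, and each was fitted with the samples of its own comparison. After these results were seen, 60 splits that move whole mice were drawn for the interaction, with the mouse as a block in a fit of all samples and of the samples of the comparison. Splits that swap the 2 samples within mice were fitted for stimulation, all 16 or 32 of them for a single day and 60 over all days.

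The blood transcription modules and the enrichment test of the paper were left out because the module members are not in the sources used here, as were the cytokine concentrations, which are not RNA data. Genes that the paper names and that have no target in the panel (Il16a, Lilrb3, Lilrb4, Ccl18, and SIR3PG, read as Sirpg) were left out. Lilrb4a, which the paper does not name, was looked for beside Lilrb4 and has no target either. Ccl11, Il3, Il5 and Il9 did not pass the filter.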

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

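The tests of Slpi, of Il17a, of Ifng and of mouse 4, the fits that leave out samples by their olfactory receptor share, and the splits with the mouse as a block were chosen only after the results were seen. A sample was singled out when, within its group of 5 or 6 samples, its distance to the nearest other sample was more than 0.710 (5 samples) or 0.625 (6 samples) of the range of the group. Chance singles out about 1 in 20 groups by this measure, and 19 of the 105 groups looked at had such a sample.

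Total counts were 41731173 in unstimulated mouse 1 of day 1, against 7705205 to 14343033 in the other mice of that group. With every sample thinned to the smallest total, infected samples of day 1 had 4401 DEGs, 760 up and 3641 down, against 2189 up and 4241 down with all counts, and how far depth sets the number of genes up stays open. The number of genes with at least 10 counts was low in stimulated mouse 4 of day 4 (10106, others 10721 to 11066) and in unstimulated baseline mouse 4 (10794, others 14805 to 16018), and high in unstimulated mouse 2 of day 7 (13966, others 10620 to 11802). Stimulated mouse 4 of day 4 has the lowest total of its group (5867642), and whether its lower number of genes follows from depth was not tested. The other 2 samples have the lowest and the highest olfactory receptor share of their groups, 0.0097% and 0.977%. A candidate explanation for these 2 is genomic DNA that is amplified at targets within 1 exon, which reached a median of 33.7 CPM in unstimulated baseline mouse 3. No biological explanation was tested, since the design gives none for a single mouse.

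The share of counts on olfactory receptor genes was far from the rest of the group in 6 infected samples. It was 0.131% in unstimulated mouse 4 of day 1 (others 0.0094% to 0.0447%), 0.0717% in unstimulated mouse 6 of day 2 (others 0.0075% to 0.0305%), 0.0132% in unstimulated mouse 2 of day 4 (others 0.0088% to 0.0102%), 0.977% in unstimulated mouse 2 of day 7 (others 0.0078% to 0.0173%), 0.0386% in stimulated mouse 5 of day 1 (others 0.0088% to 0.0117%) and 0.0297% in stimulated mouse 6 of day 4 (others 0.0076% to 0.0094%). All 6 lie above their group. In unstimulated baseline samples, a signal on genes that the paper does not discuss reached 4.183% in mouse 3, while the stimulated samples of the same mice, taken as controls, had 0.0109% to 0.0168%. Spleen cells of the same animals were in both cultures, so that stimulation is the only difference that the design gives between them. Unstimulated baseline mouse 4 has 0.0097%, which a loss of these transcripts through stimulation does not account for. Genomic DNA amplified at targets within 1 exon may be the source (median 33.7 CPM for such targets in mouse 3), and the tests are given under the other observations. A difference between library batches cannot be tested, since the labels give no batch.

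Among single genes, mouse 2 of day 4 was far above the other stimulated mice of its day in Ifng (276 CPM, others 12.1 to 48.3), Il17a (67.9 CPM, others 9.38 to 28.5), Serpinb2 (46.0 CPM, others 6.36 to 13.7) and Ccr1 (14.5 CPM, others 3.50 to 6.48). Without this sample the log2 fold change of Ifng between late and early stimulated samples was 1.76 (adjusted p = 6.06e-04), and over all alternatives its adjusted p was 9.68e-06 to 0.135. For Serpinb2 the late against baseline value was then no longer called, 0.87 (adjusted p = 0.0590), with 0.00789 to 1.00 over its alternatives. For Ccr1 on day 4 of infected and stimulated samples it was -1.86 (adjusted p = 3.14e-04), with 9.34e-05 to 0.0316 over its alternatives. As 4 of the genes looked at single out the same sample, a difference of this mouse or of its culture, such as more responding cells or a longer stimulation, may lie behind them, and the permutation tests of Il17a (p = 0.00866 with and 0.0195 without the sample) and Ifng (p = 0.136 with and 0.271 without) bear only on the contrast of day 4 with day 7. Neither was tested for the sample itself, whose olfactory receptor share was within the range of its group.

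The other samples singled out by a gene were unstimulated baseline mouse 4 in Ccr1 (30.2 CPM, others 11.9 to 17.0), stimulated baseline mouse 4 in Serpinb2 (9.89 CPM, others 3.78 to 4.75), mouse 4 of day 1 in Slpi (139 CPM, others 58.2 to 86.8) and in Il17a (1.60 CPM, others 0.109 to 0.593), and mouse 3 of day 2 in Il17a (0.706 CPM, others 0 to 0.219), the last 3 among stimulated samples. Without mouse 4 of day 1 the early against baseline value of Slpi in stimulated samples was 1.04 (adjusted p = 0.00233), with 8.81e-06 to 1.00 over its alternatives. Without stimulated baseline mouse 4 that of Serpinb2 was 1.55 (adjusted p = 0.0745), with 0.00113 to 1.00 over its alternatives, and the call was lost, as it was without stimulated baseline mouse 2 (adjusted p = 0.0506) or 6 (adjusted p = 0.0589). Without unstimulated baseline mouse 4 the value of Ccr1 on day 4 of infected and stimulated samples was -1.45 (adjusted p = 0.00187). Both baseline samples of mouse 4 had the highest value of their group in 6 of the 12 genes plotted (Ccr1, Ccr4, Chil1, Csf2ra, Csf3r and Slpi). Over 8509 other expressed genes with several coding exons, the deviation of its unstimulated sample had a correlation of 0.168 with that of its own stimulated sample and of at most 0.151 with that of another mouse, too small a gap to decide. A difference of this mouse in both cultures therefore stays open, and a wrong label was not tested. Il17a was under 2 CPM in all samples of days 1 and 2, where a few counts decide.

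The response to stimulation differed between infected and baseline mice in 846 genes on day 1, 1068 on day 2, 1122 on day 4 and 523 on day 7, by an interaction in the fit of all groups. Fitted with the samples of these groups alone, limma gave 0 genes on days 1 and 4 (1974 and 1847 at an unadjusted p under 0.05), 337 on day 2 and 2 on day 7. In that fit, which takes no account of the mouse, chance can be excluded for days 2 and 7, where only 1 of 60 splits, the real one, gave as many genes. For days 1 and 4 these splits decide nothing, because any of the 60 of 60 splits reaches a count of 0. Both samples of a mouse enter the interaction, and with the mouse as a block the fit of all samples gave 5083, 5244, 5236 and 4629 genes. In splits that move whole mice between baseline and infection, only 1 of 60 splits, the real one, gave as many genes on each day in this fit. Other splits reached up to 4177, 4042, 4259 and 4623 genes. On day 7 the real count of 4629 is close to the highest of these, so chance is not excluded there. With the mouse as a block and only the samples of these groups the counts were 2672, 2530, 990 and 4, and chance can be excluded for days 1, 2 and 4 (1 of 60 splits) and not for day 7 (4 of 60 splits). Excluding chance does not tell infection from another difference between the mice, such as the olfactory receptor share. The counts of the fit of all groups without the block fell to 0, 1, 8 and 1 without the 4 samples over 0.5% of olfactory receptor counts (1729 genes at an unadjusted p under 0.05 on day 1). Leaving out unstimulated baseline mouse 4 raised them to 5250, 5179, 5405 and 4975, and the values without each other sample are given under the dependence on the processing. Since the interaction subtracts the change from unstimulated to stimulated baseline samples, genomic DNA in the unstimulated baseline samples may add genes to these counts, and 10, 14, 44 and 4 of the genes called were olfactory receptor genes, all higher. A changed response to stimulation after infection stays open beside it, and for single genes such as Il2, Il17a and Csf2 the comparison of late with early stimulated samples does not subtract unstimulated samples, although the filter and the spread of the fit come from all samples (724 genes, and 924 with only the groups of the contrast).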

How the results depend on the processing

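The limma trend fit, the olfactory receptor covariate, the mean CPM over stimulated samples, and the fits without genes of 1 coding exon or without samples over 0.1% or 0.5% of olfactory receptor counts were chosen only after the results were seen, and all other alternatives, as well as the rule for naming genes, were chosen before the data were examined. Counts are given in the order of days 1, 2, 4 and 7. A total that is not named under a setting stayed within 1.5 times the main total there, while its parts, genes up and genes down, moved more in the cases given below. Limma is the only tool that was run for these counts, so no count by another tool can be set beside a count of 0.

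Without a filter on low counts the counts were 12718, 14265, 14232 and 12555 in infected samples, 13302 in stimulated baseline samples, 14953, 15631, 14381 and 13627 in infected and stimulated samples, 6982 for stimulation over all days, 7882, 8649, 11054 and 8779 for the interaction, 1203 for late against early stimulated samples and 1664 for specific DEGs (day 1). With a mean CPM of at least 5 the counts were 1607, 2096, 1973 and 2310 in infected samples, 1378 in stimulated baseline samples, 2515, 2898, 3652 and 2881 in infected and stimulated samples, 1055 for stimulation over all days and 259, 307, 301 and 165 for the interaction. Fewer genes are tested under this setting (9488). Scaling by library size alone moved the interaction, where the counts were 251, 565, 638 and 287 for the interaction. Under median-of-ratios factors the counts were 160, 314, 370 and 101 for the interaction. Against a log2 fold change of 0.5, a stricter test by its construction, the counts were 3727, 3949, 3997 and 3936 in infected samples, 3905 in stimulated baseline samples, 4533, 4854, 5504 and 4842 in infected and stimulated samples, 820 for stimulation over all days, 325, 382, 432 and 310 for stimulation within a day, 0, 0, 1 and 1 for the interaction, 0 for early against baseline stimulated samples, 18 for late against baseline stimulated samples, 10 for late against early stimulated samples, 0 for late against early unstimulated samples and 592, 761 and 734 for specific DEGs (days 1, 2 and 7), where the counts of 0 from limma stood against 2992, 1905, 215 and 153 genes at an unadjusted p under 0.05. With no threshold on the fold change, which can only add genes, the counts were 5452 for stimulation over all days, 1632 for late against early stimulated samples and 617 for late against early unstimulated samples. Apart from the stricter and wider thresholds and the number of genes tested, the cause was not tested.

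With only the groups of a contrast in the fit, and so fewer samples to estimate the spread, the counts were 863, 1665, 1388 and 333 in infected samples, 715 in stimulated baseline samples, 3010, 3487, 3684 and 2617 in infected and stimulated samples, 0, 337, 0 and 2 for the interaction, 1376 for early against baseline stimulated samples and 1934, 2010, 2241 and 1945 for specific DEGs, where the counts of 0 from limma stood against 1974 and 1847 genes at an unadjusted p under 0.05. Sample quality weights raised the counts to 4853 for stimulation over all days and 2133 for stimulation within a day (day 2). They also raised them to 5849, 6394, 5945 and 6300 for the interaction and 1354 for early against baseline stimulated samples. Some other counts, such as most of those of specific DEGs, were smaller under these weights. With the mouse as a block the counts were 4857 for stimulation over all days and 5083, 5244, 5236 and 4629 for the interaction. When the mouse was a random effect, the counts were 1511, 1719 and 827 for the interaction (days 1, 4 and 7). After thinning to the smallest total of 5635286, the counts were 13, 150, 133 and 73 for the interaction. What else moved these counts was not tested.

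With limma trend in place of voom the counts were 4668 for stimulation over all days and 4507, 4724, 4820 and 4393 for the interaction. Under the covariate for the olfactory receptor percent the counts were 3520, 4232, 3817 and 3752 in infected samples, 3715 in stimulated baseline samples, 5166 in infected and stimulated samples (day 7), 3525 for stimulation over all days, 0, 1, 1904 and 18 for the interaction and 581 for late against early unstimulated samples, where the count of 0 from limma stood against 2988 genes at an unadjusted p under 0.05. With this covariate the log2 fold change of Ccl2 reversed to 0.27 on day 1 of infected and stimulated samples and 0.064 in stimulated baseline samples, that of Hspg2 to 0.22 on day 4 and 0.31 on day 7, and that of Sit1 to 0.80 on day 1, and the cause was not tested. With a mean CPM of at least 5 over stimulated samples the counts were 1353, 1855, 1748 and 2048 in infected samples, 1086 in stimulated baseline samples, 2195, 2573, 3354 and 2578 in infected and stimulated samples, 867 for stimulation over all days, 677 for stimulation within a day (day 1) and 197, 293, 317 and 194 for the interaction. Without the genes of 1 coding exon, and so fewer genes tested, the counts were 3675, 4247, 4196 and 4418 in infected samples, 3687 in stimulated baseline samples, 4819 in infected and stimulated samples (day 1) and 142, 350, 451 and 166 for the interaction. Leaving out the 4 samples over 0.5%, 3 of them from unstimulated baseline, the counts were 1787, 1737, 2263 and 2232 in infected samples, 1988 in stimulated baseline samples, 3458, 4042, 4644 and 3587 in infected and stimulated samples, 0, 1, 8 and 1 for the interaction and 626 for late against early unstimulated samples, where the count of 0 from limma stood against 1729 genes at an unadjusted p under 0.05. Leaving out the 6 samples over 0.1%, which keeps 1 unstimulated baseline sample that is assumed to vary as the other groups do, the counts were 24, 13, 13 and 127 in infected samples, 253 in stimulated baseline samples, 691, 778, 1341 and 940 in infected and stimulated samples, 0, 0, 0 and 1 for the interaction, 580 for late against early unstimulated samples and 452, 552 and 644 for specific DEGs (days 1, 2 and 7), where the counts of 0 from limma stood against 505, 773 and 764 genes at an unadjusted p under 0.05. Under this setting the log2 fold change of Gh reversed to 0.19 in stimulated baseline samples and to 0.80, 1.02, 0.76 and 0.82 in infected and stimulated samples. Fewer samples were compared under the last 2 settings, and what else moved these counts was not tested here.

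The gap between stimulated and unstimulated samples on the first component reversed to -0.152 under principal components, where the late against early dispersion was 0.806 in stimulated samples and no longer passed the threshold at 1.24 in unstimulated samples. With the 5000 genes of largest variance the dispersion of stimulated samples was 2.15 and passed the threshold. A prior count of 0.5 or 100 genes kept did not move these results past a threshold. The 65 calls of gene lists became 14 with the estimated correlation, 94 with fry and 64 with library-size scaling, and the first of these is the only one beyond 1.5 times. The adjusted Rand index of the 11 genes was 0.835 with k-means, and 0.915 with average linkage and with a prior count of 0.5. The cause was not tested for any of these, although the first principal component followed the olfactory receptor share.

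Genes up or down that moved by over 1.5 times although their total did not are given here, leaving out of single samples apart. Under library-size scaling genes up numbered 1324, 1690 and 1384 in infected samples (days 1, 2 and 4), 803 in stimulated baseline samples, 1823, 1640, 1929 and 1546 in infected and stimulated samples, 578 and 364 for stimulation within a day (days 4 and 7) and 477 for specific DEGs (day 7), and genes down numbered 601 for late against early stimulated samples and 564, 952 and 590 for specific DEGs (days 2, 4 and 7). Under median of ratios genes up numbered 544, 934, 801 and 977 in infected samples, 599 in stimulated baseline samples and 1134, 1356, 1792 and 1397 in infected and stimulated samples, and genes down numbered 521, 551, 906 and 534 for specific DEGs. After thinning genes up numbered 760, 1185, 1138 and 1116 in infected samples, 750 in stimulated baseline samples and 1390, 1665, 2045 and 1656 in infected and stimulated samples, and genes down numbered 151 for late against early unstimulated samples and 467 for specific DEGs (day 7). Without a filter genes up numbered 567 for specific DEGs (day 4), and genes down numbered 831 and 588 for specific DEGs (days 2 and 7). At a mean CPM of at least 5 genes up numbered 441, 524 and 453 for specific DEGs (days 1, 2 and 7), and genes down numbered 467 and 472 for specific DEGs (days 1 and 7). With this mean taken over stimulated samples genes up numbered 557 and 468 for specific DEGs (days 2 and 7), and genes down numbered 512 for stimulation within a day (day 2). With no fold-change threshold genes up numbered 615 for early against baseline stimulated samples and 1563 for late against baseline stimulated samples. In the test against 0.5 genes down numbered 276 for specific DEGs (day 4). With only the groups of the contrast genes up numbered 363 for stimulation within a day (day 7). With quality weights genes down numbered 628 for late against early stimulated samples. With the olfactory receptor covariate genes up numbered 1617, 1715 and 2197 in infected and stimulated samples (days 1, 2 and 4), and genes down numbered 494, 557 and 531 for specific DEGs (days 1, 2 and 7). With genes of 1 coding exon left out genes up numbered 1788, 2156 and 1771 in infected and stimulated samples (days 2, 4 and 7). With samples over 0.5% left out genes down numbered 621 for late against early stimulated samples and 632, 971, 1057 and 635 for specific DEGs. With samples over 0.1% left out genes up numbered 548 for specific DEGs (day 4), and genes down numbered 655 for late against early stimulated samples. The lower numbers up after thinning leave open how far depth sets them, and for the other settings the cause was not tested.

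Leaving out 1 sample of the groups compared at a time, the counts ran from 5037 to 6475, 5686 to 7030, 5509 to 7051 and 5182 to 7090 in infected samples, 5210 to 6676 in stimulated baseline samples, 6383 to 7512, 6934 to 8128, 7667 to 8668 and 6740 to 7914 in infected and stimulated samples, 1964 to 4908 for stimulation over all days and 926 to 1050, 1167 to 1320, 1502 to 1983 and 969 to 1246 for stimulation within a day. They ran from 23 to 5250, 162 to 5179, 104 to 5405 and 30 to 4975 for the interaction, 45 to 1102 for early against baseline stimulated samples, 1559 to 2344 for late against baseline stimulated samples, 626 to 875 for late against early stimulated samples, 194 to 505 for late against early unstimulated samples and 1001 to 1176, 1184 to 1326, 1511 to 1886 and 1104 to 1208 for specific DEGs. The gap on the first component ran from 0.449 to 0.549, the dispersion ratio from 2.35 to 2.46 in stimulated and from 4.71 to 4.94 in unstimulated samples, and the adjusted Rand index from 0.84 to 1 (baseline samples left out only, as for the specific DEGs).

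For the interaction, the counts that moved by over 1.5 times were, without unstimulated baseline mouse 1 (136, 369, 643 and 129), without unstimulated baseline mouse 2 (101, 246, 379 and 46), without unstimulated baseline mouse 3 (25, 223, 421 and 93), without unstimulated baseline mouse 4 (5250, 5179, 5405 and 4975), without unstimulated baseline mouse 6 (1922, 1815 and 850 on days 1, 4 and 7), without stimulated baseline mouse 1 (140, 372, 471 and 157), without stimulated baseline mouse 2 (472 on day 1), without stimulated baseline mouse 3 (663 on day 2), without stimulated baseline mouse 4 (23, 162, 265 and 52), without stimulated baseline mouse 6 (70, 291, 297 and 83). The count of the same day also moved so without unstimulated mouse 1 (167), 2 (555), 3 (374), 4 (186) and 5 (279) of day 1, stimulated mouse 1 (436), 2 (151), 3 (510), 5 (47) and 6 (64) of day 1, unstimulated mouse 1 (704) and 6 (306) of day 2, stimulated mouse 1 (240), 3 (273), 4 (359) and 5 (279) of day 2, unstimulated mouse 2 (382), 4 (682), 5 (104) and 6 (562) of day 4, stimulated mouse 2 (464), 3 (327), 4 (504), 5 (329) and 6 (564) of day 4, unstimulated mouse 1 (295), 3 (344), 4 (46), 5 (228) and 6 (30) of day 7 and stimulated mouse 2 (297), 3 (182), 4 (51) and 6 (35) of day 7. The late against early count of unstimulated samples moved so without unstimulated mouse 1 (194) of day 1, mouse 6 (235) of day 2, mouse 3 (212) and 6 (212) of day 4, mouse 1 (210) and 6 (209) of day 7, the all-day stimulation count without unstimulated baseline mouse 4 (4908), and the early against baseline count without stimulated baseline mouse 4 (45).

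For the named genes, pairs of gene and comparison that lost and gained the threshold in the same direction numbered 0 and 1 of 378 under no fold-change threshold, 10 and 4 of 378 under library-size scaling, 0 and 2 of 378 under limma trend, 11 and 8 of 344 under mean CPM of at least 5, 11 and 6 of 320 under this mean over stimulated samples, 11 and 6 of 378 under median of ratios, 2 and 0 of 378 under no filter, 43 and 2 of 378 under the covariate, 48 and 9 of 371 under only the groups of the contrast, 0 and 0 of 378 under the mouse as a random effect, 0 and 2 of 143 under the mouse as a block, 8 and 9 of 378 under quality weights, 88 and 0 of 378 under the test against 0.5, 20 and 4 of 378 under thinning, 10 and 4 of 360 under no genes of 1 coding exon, 106 and 2 of 378 under no samples over 0.1% and 58 and 2 of 378 under no samples over 0.5%. Of 5983 such pairs with 1 sample left out, 5780 stayed, 173 lost and 30 gained the threshold, and 0 reversed.

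Of the alternatives set before, the fits with edgeR (including its RLE factors, its block for the mouse and its test against a fold change) and with DESeq2 (including its variance-stabilized counts) were not run as written. Limma fits with median-of-ratios factors, library-size scaling, a mouse block and a test against 0.5 were run in their place, and no replacement was run for the variance-stabilized counts. The block for the mouse applies only to contrasts within mice, and comparisons between mice have no value under it.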

Differences from the paper's values

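The fits without genes of 1 coding exon, without samples over 0.1% or 0.5% of olfactory receptor counts, with the olfactory receptor covariate, with a mean CPM over stimulated samples and with limma trend were chosen only after the results were seen, and the other alternatives before the data were examined. The paper's numbers of DEGs are bars of Fig. 4, read by eye. Against unstimulated baseline, genes up in infected samples were about 480 in the paper and 2189 here on day 1, about 780 in the paper and 2542 here on day 2, about 860 in the paper and 2602 here on day 4 and about 1000 in the paper and 2246 here on day 7 (Fig. 4, read by eye). Genes down in infected samples were about 1800 in the paper and 4241 here on day 1, about 2000 in the paper and 4399 here on day 2, about 1900 in the paper and 4412 here on day 4 and about 2000 in the paper and 4484 here on day 7 (Fig. 4, read by eye). In stimulated baseline samples, about 500 in the paper and 2133 here were up and about 1800 in the paper and 4380 here were down (Fig. 4, read by eye). Genes up in infected and stimulated samples were about 1000 in the paper and 2882 here on day 1, about 1300 in the paper and 3086 here on day 2, about 1800 in the paper and 3375 here on day 4 and about 1500 in the paper and 2965 here on day 7, and genes down were about 2300 in the paper and 4650 here on day 1, about 2400 in the paper and 4915 here on day 2, about 2700 in the paper and 5101 here on day 4 and about 2400 in the paper and 4839 here on day 7 (Fig. 4, read by eye). All 18 differ by more than 1.5 times.

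Of the alternatives set before, a mean CPM of at least 5 came within 1.5 times the paper's value for 14 of the 18, namely genes up in infected samples of days 1, 2 and 7, genes up in infected and stimulated samples of days 1, 2 and 4, genes down in infected samples of days 1, 2, 4 and 7 and genes down in infected and stimulated samples of days 1, 2, 4 and 7. With only the groups of the contrast it was 10 (genes up in infected samples of days 1, 2 and 4, genes up in infected and stimulated samples of days 1, 2, 4 and 7 and genes down in infected and stimulated samples of days 1, 2 and 4), with median-of-ratios factors 9 (genes up in infected samples of days 1, 2, 4 and 7, genes up in infected and stimulated samples of days 1, 2, 4 and 7 and genes up in stimulated baseline samples), with thinning 7 (genes up in infected samples of days 4 and 7, genes up in infected and stimulated samples of days 1, 2, 4 and 7 and genes up in stimulated baseline samples), with library-size scaling 3 (genes up in infected and stimulated samples of days 2, 4 and 7) and with the test against a log2 fold change of 0.5 1 (genes up in infected and stimulated samples of day 4). For all other pairs of these settings and values the difference stayed. No filter, no fold-change threshold, quality weights and the mouse as a random effect reached 0 of the 18, and the mouse as a block, which applies to stimulated baseline samples only, 0 of 2. The paper's own filter on low counts is not given in the sources used here. Among the settings chosen after seeing the values, leaving out the 4 samples over 0.5% reached 12 of the 18 and drops 12 of the 103 gene statements of the paper that were called here, leaving out genes of 1 coding exon reached 11 and drops 3, all of Fpr1 and Ccr4, which are no longer tested, the mean CPM over stimulated samples reached 10 and drops 6, of which 5 (Hspg2 and Ccl2) are no longer tested, the covariate reached 9 and drops 9, and leaving out the samples over 0.1% and limma trend reached 0 each, where the first drops 38 and the second 0.

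For the first component of the sIPCA the paper's numbers are 23 genes higher and 27 lower in stimulated samples, and those here are 9 and 41. With 100 genes kept, 17 were higher, within 1.5 times the paper's 23, and with a prior count of 0.5, 40 were lower, within 1.5 times the paper's 27, as were the 40 found when unstimulated baseline mouse 4 or stimulated baseline mouse 1, 3, 4 or 6 was left out. Neither value was reached with the 5000 genes of largest variance (35 and 15), the other number was not reached under the first 2 settings (83 lower and 10 higher), and principal components select no genes.

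Of the directions read from the paper's text, 118 pairs of a gene measured here and a comparison were tallied, with Ccl3, Ccl4 and Ccl5 for the CCL family, and 103 of them were called in the same direction. Statements of no change and the increase of Slpi by stimulation are not in this tally. The paper lists Foxp3 among the genes specific to infected and stimulated samples of days 4 and 7. Here Foxp3 was a DEG there, with 1.43 (adjusted p = 1.04e-10) and 1.40 (adjusted p = 4.84e-10), but also in stimulated baseline samples, 0.56 (adjusted p = 0.00398), 5 of 5 samples above the median of the other group, and in infected samples of day 4, 0.61 (adjusted p = 0.00102), 6 of 6 samples above the median of the other group, and of day 7, 0.72 (adjusted p = 3.12e-04), 6 of 6 samples above the median of the other group. Their adjusted p was 0.00103 to 0.819, 2.04e-04 to 0.595 and 4.59e-05 to 0.243 over the alternatives. With only the groups of the contrast Foxp3 was a DEG in none of these 3, at 0.32 (adjusted p = 0.229), 0.43 (adjusted p = 0.105) and 0.58 (adjusted p = 0.0769), and the test against a log2 fold change of 0.5 gave 0.819, 0.595 and 0.243, both of which reach the paper's call. Library-size scaling, median-of-ratios factors, a mean CPM of at least 5 and thinning gave no call in stimulated baseline samples and on day 4 but kept it on day 7, quality weights gave none in stimulated baseline samples alone, and no other alternative set before, apart from leaving out single samples, changed a call. Of the settings chosen after seeing the values, none reaches the paper's call in all 3. The paper gives no direction for the genes of this list, of which Il2 and Mir155hg (higher) and Ccr1 (lower) were DEGs on days 4 and 7 of infected and stimulated samples and neither in stimulated baseline samples nor in infected samples of these days.

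The paper gives the highest numbers of specific DEGs for days 4 and 7, and here day 7 (1131) lies under day 2 (1190), while day 4 (1422) is the highest. Sample quality weights, set before, gave 840, 1010, 1226 and 1153, the paper's order, as did limma trend (1013, 1193, 1500 and 1221) and leaving out the samples over 0.1% (452, 552, 1105 and 644), both chosen after seeing the values, which drop 0 and 38 of the 103 gene statements.

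The paper states that Slpi does not change in the spleen of infected mice without stimulation. Here it was higher than at baseline, by 0.85 (adjusted p = 0.00653) on day 1 (5 of 6 samples above the median of the other group), 1.11 (adjusted p = 6.95e-04) on day 2 (6 of 6 samples above the median of the other group), 0.97 (adjusted p = 0.00199) on day 4 (6 of 6 samples above the median of the other group) and 0.65 (adjusted p = 0.0445) on day 7 (6 of 6 samples above the median of the other group). The adjusted p was 0.00136 to 0.949, 1.79e-05 to 0.726, 3.51e-04 to 0.827 and 0.0117 to 0.985 over the alternatives. Of the alternatives set before, median-of-ratios factors, a mean CPM of at least 5, the test against 0.5, thinning and only the groups of the contrast gave no call on days 1 and 7, library-size scaling gave none on day 7, and the test against 0.5 gave none on day 4. Leaving out the samples over 0.5% or over 0.1%, both chosen after seeing the values, gave no call on any day, and they drop 12 and 38 of the 103 gene statements. Also chosen after seeing the values, the covariate (drops 9) gave no call on days 1, 4 and 7, the mean CPM over stimulated samples (drops 6) none on days 1 and 7, and leaving out genes of 1 coding exon (drops 3) none on day 7. In all other settings and days the difference stayed, apart from leaving out single samples. Without unstimulated baseline mouse 2 or 6, or unstimulated mouse 4 of day 1, the adjusted p on day 1 was 0.124, 0.0523 or 0.0726, and on day 7 the call was lost in 10 of the 11 fits without 1 sample. The increase of Slpi by stimulation goes in the paper's direction, with 1.15 (adjusted p = 2.34e-04) on day 4.

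For extracellular and monocyte genes the paper gives a decrease after stimulation. Against unstimulated baseline, Hspg2 was -0.53 (adjusted p = 0.248) on day 1 and -0.87 (adjusted p = 0.0616) on day 2, Eng -0.03 (adjusted p = 0.876) on day 1 and Ccl2 -0.43 (adjusted p = 0.346) on day 2, none of them DEGs, and their adjusted p was 0.0188 to 0.875, 0.00348 to 0.980, 0.0717 to 1.00 and 0.0608 to 0.940 over the alternatives. On the other days infected and stimulated samples had all 3 down, as was Gh on each day. Hspg2 on day 2 was called with library-size scaling, -1.05 (adjusted p = 0.0287), median-of-ratios factors, -1.05 (adjusted p = 0.0306), and thinning, -1.09 (adjusted p = 0.0457), with genes of 1 coding exon left out, -0.99 (adjusted p = 0.0431), a setting chosen after seeing the values that drops 3 of the 103 statements, and without unstimulated baseline mouse 2 (-1.19), 4 (-1.17) or 6 (-1.42) or stimulated mouse 1 (-1.14), 3 (-1.08), 4 (-1.20) or 5 (-1.02) of that day. Hspg2 on day 1 was called without unstimulated baseline mouse 6, -1.09 (adjusted p = 0.0188). Csf2ra between stimulated and unstimulated samples of day 1 was -0.59 (adjusted p = 0.151) (0.0214 to 1.00 over the alternatives), called with only the groups of the contrast (0.0214), with quality weights (0.0361) and with the mouse as a block (0.0354), and on days 2, 4 and 7, like Csf1r and Csf3r on every day, it went in the paper's direction.

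The paper gives T cell modules with mostly lower genes on day 1, with and without stimulation. The T cell list used here is not one of these modules, whose members are not in the sources used here, and its median was 0.39 (adjusted p = 0.00700) in infected and 0.54 (adjusted p = 0.00371) in infected and stimulated samples, with 15 of 16 genes higher in each, and with the estimated correlation the adjusted p was 0.440 and 0.384. For the cell cycle the median was -0.25 (adjusted p = 0.483) and -0.46 (adjusted p = 0.423), in the paper's direction but not called by camera, while fry called the second (adjusted p = 0.0212). Sit1, which the paper gives as lower, was -0.14 (adjusted p = 0.665) on day 1 of infected and stimulated samples (0.0253 to 1.00 over the alternatives), with 0 of 6 samples below the median of the other group, and no alternative called it lower. Vcam1, lower in the paper, was -2.74 (adjusted p = 1.64e-11), and Cd3e, Grap2, Cdca7 and Lat, higher in the paper, were all higher on this day. The paper gives antigen presentation and B cell modules as enriched only in stimulated samples of infected mice, and here the MHC class II list was also called in stimulated baseline samples, 0.56 (adjusted p = 0.00307), and the B cell list too, 0.44 (adjusted p = 4.36e-04), by camera and by fry, with estimated-correlation adjusted p of 0.149 and 0.0658. Without stimulation camera called the MHC class II list on days 2, 0.35 (adjusted p = 0.0130), and 4, 0.55 (adjusted p = 0.00371), and the B cell list on each day, from 0.38 (adjusted p = 0.0158) on day 1 to 0.66 (adjusted p = 0.00118) on day 4, and with the estimated correlation none of these was called.

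The paper names the CCL family foremost among genes that rise after stimulation whatever the time point, without listing its members. Taking Ccl3, Ccl4 and Ccl5 for it is a choice made here. Ccl3 and Ccl4 were higher in all 5 comparisons of stimulated samples with unstimulated baseline and Ccl5 in 0 of them, with 0.01 (adjusted p = 0.966) in stimulated baseline samples, -0.58 (adjusted p = 0.0203) on day 1 (6 of 6 samples below the median of the other group), -0.13 (adjusted p = 0.616) on day 2, -0.34 (adjusted p = 0.171) on day 4 and -0.15 (adjusted p = 0.587) on day 7, and no alternative gave a call of Ccl5 in the paper's direction (adjusted p of 0.259 to 1.00, 7.25e-04 to 0.717, 0.0894 to 1.00, 0.00668 to 1.00 and 0.0674 to 1.00). For Il1b the paper gives a larger increase at late time points than in stimulated baseline samples. Against unstimulated baseline Il1b had 1.62 in stimulated baseline samples, 2.065 on day 4 and 2.08 on day 7, in the paper's direction. The tally above also counts late against early stimulated samples, which the paper does not compare for these genes. There Il1b had 0.25 (adjusted p = 0.483) (0.279 to 1.00 over the alternatives, no call in any), while Csf2, Il2ra, Il6 and Il10 were higher at late time points.

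The paper states that Serpinb2 and Chil1 fall after the early time points. The late against early change was -0.25 (adjusted p = 0.641) for Serpinb2 (10 of 12 samples below the median of the other group) and -0.35 (adjusted p = 0.299) for Chil1 (9 of 12 samples below the median of the other group), in the paper's direction and not called, with 0.179 to 1.00 and 0.0114 to 1.00 over the alternatives. Quality weights called Chil1, -0.57 (adjusted p = 0.0114). Ccr4, higher at late time points than in both other groups in the paper, was 0.46 (adjusted p = 0.139) against stimulated baseline (9 of 12 samples above the median of the other group; 0.0519 to 1.00 over the alternatives, no call in any) and 1.08 (adjusted p = 5.25e-05) against early samples. Fpr1, Nlrp3 and Slpi, and the early increase of Serpinb2 and Chil1, go in the paper's direction.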

Other observations

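The tests of Gh, of Slpi, of Il17a and Ifng between days 4 and 7, and of the skeletal muscle transcripts, and the splits within mice were chosen only after the results were seen. All explanations below are hypotheses, as the patterns were noticed and tested on the same data.

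In unstimulated baseline samples many genes have counts that are near 0 in the stimulated samples of the same mice. The share of olfactory receptor genes was 3.28%, 1.73%, 4.18%, 0.0097% and 0.357% in mice 1, 2, 3, 4 and 6. Of the targets with a median under 0.5 CPM in stimulated samples, those with 1 coding exon (1977) had a median of 33.7 CPM in mouse 3, while those with several (5940) had 0.313 CPM, which excludes genomic DNA that is amplified alike at all targets. In mice 1, 2, 4 and 6 these medians were 27.9 and 0.519, 14.0 and 0.665, 0 and 0, and 2.66 and 0.258 CPM. In mouse 3, 76.7% of the targets with 1 coding exon and 13.6% of those with several were over 10 CPM, and 0% of both in mouse 4. RNA of testis germ cells is argued against by the olfactory receptor genes, whose median in mouse 3 was 38.5 CPM while that of the testis list was 0.730 CPM, although Prm1 (41.7 CPM) and Prm2 (82.6 CPM), but not Tnp1 (2.09 CPM), were raised. RNA of skeletal muscle is argued against by Ckm at 0.313 CPM and Pvalb at 0.417 CPM in mouse 3, since the list of 9 genes had a median of 48.5 CPM there through genes such as Acta1 (48.5 CPM) and Myh4 (68.0 CPM). Depth is argued against by 35 samples that have more counts than the deepest of unstimulated baseline mice 1, 2 and 3. Genomic DNA amplified at targets that lie within 1 exon has the values it needs (33.7 CPM) and is a candidate explanation. Not accounted for by it are the raised targets with several coding exons and the targets with 1 coding exon on the X chromosome (113), whose median in mouse 3 was 4.28 CPM. The only Y chromosome target of this class had 0 CPM in mice 1, 2 and 3, which gives no sign of DNA or RNA of male animals there. It had 0.258 CPM in mouse 6. Since this is 1 target, male animals as a source cannot be excluded. The paper's methods include a DNase treatment of the RNA, and no other measurement of DNA is used here.

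Of the other tissue lists, the median in mouse 3 was 0.730 CPM for brain (16 genes), 2.09 for intestine (9), 0.730 for kidney (10), 0.313 for liver (15), 0.626 for lung (10), 1.15 for pancreas (9), 0.417 for Sertoli and Leydig cells (9) and 1.51 for skin (8). In mouse 4 these were 0 for brain, intestine, kidney, liver, lung and skin, and 0.150 for pancreas and for Sertoli and Leydig cells. Over the genes' mean CPM in stimulated samples, which stand for what the spleen itself expresses, the medians were 0.0755 CPM for brain, 0.0195 for intestine, 0.0325 for kidney, 0.0166 for liver, 0.0216 for lung, 0.395 for pancreas, 0.0921 for Sertoli and Leydig cells, 0.0177 for skin, 0.198 for skeletal muscle and 0.0395 for testis germ cells. Means over 1 CPM in stimulated samples were found for 6 of 16 genes for brain, 1 of 9 genes for intestine, 2 of 10 genes for lung, 4 of 9 genes for Sertoli and Leydig cells, 2 of 9 genes for skeletal muscle, 1 of 22 genes for testis germ cells and 0 for kidney, liver, pancreas, skin. Genes that another list holds numbered 0, and genes that the study names 0, over all lists.

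The 9 comparisons with unstimulated baseline samples call between 945 and 947 of the 947 olfactory receptor genes tested lower, under each of the 3 scalings (TMM, library size, median of ratios), and 0 higher. Under TMM the median log2 fold change of all genes lay between -0.07 and 0.08 in these comparisons, and it was lower than under TMM by 0.082 to 0.242 with library size and by 0.197 to 0.272 with median of ratios. For the interaction it was higher by 0.202 to 0.221 with median of ratios and by 0.065 to 0.147 with library size, and for stimulation it was lower with library size by 0.108 over all days, 0.105 on day 4 and 0.116 on day 7. The numbers of genes up or down that moved with the scaling are given under the dependence on the processing. With 1 unstimulated baseline sample in the fit at a time, genes lower on day 1 of infected samples numbered 6243, 5857, 6390, 8 and 3518 with mouse 1, 2, 3, 4 and 6, and genes higher 697, 746, 1039, 4 and 194. Too few baseline samples would give the same low number with each of them, which the 6390 genes with mouse 3 argue against, and genomic DNA in the sample would give a number near 0 where the olfactory receptor share is lowest, as the 8 genes with mouse 4 do. The lone sample is assumed to vary like the other groups. Genomic DNA in 4 of the 5 unstimulated baseline samples may therefore account for many of the genes lower than baseline. A change of the genes themselves stays open for those that are lower both with mouse 4 alone and with all 5 samples. Few such genes were left in infected samples of days 1, 2 and 4. More were left in infected samples of day 7, in stimulated baseline samples and in infected and stimulated samples of each day. Comparisons of stimulated groups alone do not subtract these samples, but the filter and the spread of the fit come from all samples, and with only the groups of the contrast the genes of early against baseline stimulated samples went from 884 to 1376 and those of late against early from 724 to 924.

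By splits of the same samples, chance can be excluded for the counts of DEGs in infected samples and in infected and stimulated samples of each day, in stimulated baseline samples, for stimulation over all days and on each day, for late and early against baseline stimulated samples, for late against early samples with and without stimulation, and for specific DEGs of each day, since only 1 of 60 splits, the real one, gave as many genes. The counts tested in this way come from fits of the samples of each comparison alone and, apart from stimulation over all days, which uses all samples, differ from those of the fit of all samples. They were 863, 1665, 1388 and 333 in infected samples, 3010, 3487, 3684 and 2617 in infected and stimulated samples, 715 in stimulated baseline samples and 1209, 1529, 1985 and 1306 for specific DEGs of days 1, 2, 4 and 7, and the counts that the fit of all samples gave for these, such as 6430 in infected samples of day 1, were not tested by splits. This excludes random grouping, not a difference between the groups other than infection or stimulation, such as the olfactory receptor share. These splits do not keep the 2 samples of a mouse apart, as the real groups do for stimulation. Among splits that swap the 2 samples within mice, chance can be excluded for stimulation on each day (1 of 32 splits) and over all days (1 of 60 splits), with and without the mouse as a block. The other splits gave at most 19 genes on any day, and at most 364 over all days without the block and 3042 with it. For stimulated baseline samples chance cannot be excluded in this way, since only 16 such splits exist, of which 1, the real one, gave as many genes. For the interaction the results are given with its counts above.

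Growth hormone (Gh) had 445 CPM in unstimulated baseline mouse 2 and 257 CPM in mouse 6, whose olfactory receptor shares are lower than those of mice 1 and 3, where it had 58.6 and 62.2 CPM, and 5.27 CPM in mouse 4. It had 250 CPM in unstimulated mouse 4 of day 1 (0.131%) and 14.8 CPM in unstimulated mouse 2 of day 7 (0.977%). These values argue against genomic DNA as its source. Gh stays unexplained, and RNA of another tissue such as the pituitary was not tested.

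In stimulated samples Il17a was higher on day 4 than on day 7, by 1.78 on the log2 scale (exact two-sided permutation test over 924 arrangements, p = 0.00866, adjusted p = 0.0346 over the 4 genes tested), with 6 of 6 samples of day 4 above the median of day 7. Without mouse 2 of day 4 the p-value of this test was 0.0195 (462 arrangements). It was not adjusted over the 4 genes, so the adjusted call is not shown to hold without this sample. Ifng was higher by 1.21 (exact permutation test, p = 0.136, adjusted p = 0.272, 4 of 6 samples), which leaves open whether the days differ. In the same exact permutation test Csf2 (0.15, p = 0.608, adjusted p = 0.630) and Il2 (-0.21, p = 0.630, adjusted p = 0.630) did not pass. A response of Il17a transcripts that passes its maximum before day 7 may be one reason, and a difference in cell composition between cultures was not tested. For secreted IL-17A the paper reports the larger increase on day 7, in cultures longer than the 6 hours used for RNA. The RNA values therefore do not give the time course of the protein.

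Slpi has several coding exons, so that genomic DNA in the baseline samples could raise its change by taking counts from other genes. It could also do so through the scaling factors, which are computed over the tested genes. Targets with a median under 0.5 CPM in stimulated samples took 10.5%, 5.22%, 14.3%, 0.118% and 1.29% of the counts in unstimulated baseline mice 1, 2, 3, 4 and 6. For the other genes this is a dilution, on the log2 scale, of -0.159, -0.077, -0.223, -0.002 and -0.019 in these mice. With genes of 1 coding exon left out, the log2 fold change of Slpi in infected samples was 0.697 (SE 0.265, adjusted p = 0.0344) on day 1, 0.954 (SE 0.263, adjusted p = 0.00331) on day 2, 0.822 (SE 0.265, adjusted p = 0.0105) on day 4 and 0.523 (SE 0.272, adjusted p = 0.119) on day 7. With the olfactory receptor covariate it was 0.705 (SE 0.344, adjusted p = 0.136), 0.964 (SE 0.344, adjusted p = 0.0277), 0.827 (SE 0.347, adjusted p = 0.0705) and 0.505 (SE 0.339, adjusted p = 0.282). On day 2 the value stays past 0.5 by more than its SE in both fits, which argues against genomic DNA as the whole cause there. On days 1 and 4 the call or this margin is lost in at least 1 of them. The changes of the main fit, 0.853 (SE 0.268) and 0.975 (SE 0.269), were larger than the strongest dilution, -0.223 in mouse 3. This argues against dilution alone as the whole cause on days 1 and 4. The scaling may add to dilution, since the median change of all genes was lower by 0.232 on both days with median of ratios than with TMM. With median of ratios Slpi was not called on day 1. On day 7 the call is lost in both fits, so that genomic DNA and a change of Slpi cannot be told apart there. Fits without the samples over 0.1% keep only mouse 4 as baseline, which had the highest Slpi of its group (34.6 CPM, others 14.4 to 25.6), and decide nothing here.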
